# Uncoupled Embryonic and Extra-Embryonic Tissues Compromise Blastocyst Development after Somatic Cell Nuclear Transfer

**DOI:** 10.1371/journal.pone.0038309

**Published:** 2012-06-06

**Authors:** Séverine A. Degrelle, Florence Jaffrezic, Evelyne Campion, Kim-Anh Lê Cao, Daniel Le Bourhis, Christophe Richard, Nathalie Rodde, Renaud Fleurot, Robin E. Everts, Jérôme Lecardonnel, Yvan Heyman, Xavier Vignon, Xiangzhong Yang, Xiuchun C. Tian, Harris A. Lewin, Jean-Paul Renard, Isabelle Hue

## Abstract

Somatic cell nuclear transfer (SCNT) is the most efficient cell reprogramming technique available, especially when working with bovine species. Although SCNT blastocysts performed equally well or better than controls in the weeks following embryo transfer at Day 7, elongation and gastrulation defects were observed prior to implantation. To understand the developmental implications of embryonic/extra-embryonic interactions, the morphological and molecular features of elongating and gastrulating tissues were analysed. At Day 18, 30 SCNT conceptuses were compared to 20 controls (AI and IVP: 10 conceptuses each); one-half of the SCNT conceptuses appeared normal while the other half showed signs of atypical elongation and gastrulation. SCNT was also associated with a high incidence of discordance in embryonic and extra-embryonic patterns, as evidenced by morphological and molecular “uncoupling”. Elongation appeared to be secondarily affected; only 3 of 30 conceptuses had abnormally elongated shapes and there were very few differences in gene expression when they were compared to the controls. However, some of these differences could be linked to defects in microvilli formation or extracellular matrix composition and could thus impact extra-embryonic functions. In contrast to elongation, gastrulation stages included embryonic defects that likely affected the hypoblast, the epiblast, or the early stages of their differentiation. When taking into account SCNT conceptus somatic origin, i.e. the reprogramming efficiency of each bovine ear fibroblast (Low: 0029, Med: 7711, High: 5538), we found that embryonic abnormalities or severe embryonic/extra-embryonic uncoupling were more tightly correlated to embryo loss at implantation than were elongation defects. Alternatively, extra-embryonic differences between SCNT and control conceptuses at Day 18 were related to molecular plasticity (high efficiency/high plasticity) and subsequent pregnancy loss. Finally, because it alters re-differentiation processes *in vivo,* SCNT reprogramming highlights temporally and spatially restricted interactions among cells and tissues in a unique way.

## Introduction

Somatic cell nuclear transfer (SCNT) is one of the best methods available to reprogram differentiated cells so as to render them totipotent. The somatic nucleus is transferred into an enucleated oocyte that subsequently drives a deterministic reprogramming process [1], as opposed to the stochastic processes induced by reprogramming using either forced expression of defined factors, cell fusion, or nuclear incubation with cell extracts to induce pluripotency *in vitro* [2], [3], [4]. In all cases, cell fate reprogramming relies on the epigenetic remodelling of the initial chromatin architecture, either through DNA methylation, histone modifications, or nucleosome spacing, which leads to gene repression/de-repression and thus to molecular changes [5]. While all nuclear reprogramming techniques suffer from inefficiency, SCNT is the most efficient so far [2]. It is also the only method that addresses re-differentiation processes *in vivo* all the way through development to term. We examined re-differentiation processes prior to implantation using bovines because SCNT effectiveness is relatively high in this species [6] and their pre-implantation development period is long [7]. Indeed, although 20% to 60% of SCNT attempts in bovines result in blastocysts, the technique only results in live birth 1% to 10% of the time due to lethal defects and faulty reprogramming [8], [9], [10], [11], [12], [13], [14], [15]. Although SCNT blastocysts could perform equally well or better than controls in the weeks following embryo transfer at Day 7 [8], [16], elongation and gastrulation defects were reported prior to implantation (D19-D23). However, past studies have not examined more than one of these processes, elongation, gastrulation, or implantation, at a time. Indeed, no previous work has addressed elongation and gastrulation concomitantly [17], [18], [19], [20] and, even though SCNT conceptuses without embryonic discs have been found to elongate, as do trophoblastic vesicles [21], none have been subjected to molecular analyses [22].

We studied SCNT conceptus development prior to implantation to understand the embryonic/extra-embryonic interactions at work in differentiating blastocysts following their transfer to temporary recipient cows. In particular, we examined the elongation and gastrulation of Day 18 conceptuses. We based our descriptions of developmental patterns on previous observations of tissue differentiation and interactions from Day 12 to Day 25 that we gleaned from studies of artificial insemination (AI) or *in vitro* embryo production (IVP) [23], [24]. Based on these past results, we expected D18 extra-embryonic tissues should display a filamentous shape while D18 gastrulating tissues should harbour a primitive streak. In addition, extra-embryonic (EE) and embryonic (E) differentiations always appear to be synchronised [24], [25], [26], [27] and interdependent: i) the EE tissues pattern the E tissues and nourish them while interacting with the uterus [28], [29], ii) the E tissues contribute to EE elaboration via the differentiation of the epiblast into extra-embryonic endoderm and mesoderm [30], [31]. To evaluate these developmental characteristics following SCNT, SCNT conceptuses were compared to AI and IVP controls. Furthermore, to investigate the impact of reprogramming efficiency, three ear fibroblast donor cell lines (0029, 7711 and 5538) with similar levels of blastocyst *in vitro* production (at Day 7∶32.8%, 27.1% and 42.2%, respectively) but different calving success rates (Low: 1.8%, Med: 7.8% and High: 12.7%, [32], [33]) were selected. Overall, some SCNT conceptuses appeared normal while others showed atypical developmental features accompanied by a high incidence of embryonic/extra-embryonic discordance (or “uncoupling”). Elongation appeared to be secondarily affected as compared to gastrulation and was less associated with reprogramming efficiency at Day 21. The factors that define and restrict this efficiency and their relationship to genomic/epigenomic features at the somatic, embryonic, and extra-embryonic levels should be explored in the future.

## Results

To study the E/EE interactions at work in SCNT conceptuses beyond the blastocyst stage but prior to implantation, extra-embryonic and embryonic differentiation were individually analysed and correlated to pregnancy success rates at Day 21 and at term.

### Extra-Embryonic Differentiation

Conceptuses (n = 50) were placed in one of four elongation classes based on their length, width, and overall morphology. At Day 18, bovine conceptuses were expected to be 17–25 cm long, 1–2 cm wide at the centre, and showing signs of mesoderm formation at the latter location. If they complied with these criteria, they were classified as “filamentous”. If they were shorter in length (10–15 cm), they were “early filamentous”. Shorter and thinner conceptuses were “tubular” (<10 cm long, <1 cm wide) or “early tubular” (<3 cm long, <0.5 cm wide). Since the filamentous shape was the most frequent form observed at Day 18, filamentous conceptuses were considered “normal” (N1 and N2 classes, Table 1). Conversely, the tubular shape indicated a developmental delay, either mild (D class) or severe (Ab class). Severe elongation delays, as for conceptuses shorter than 3 cm, were considered “abnormal” at Day 18. When the elongation status of controls and SCNTs were compared, none of the conceptuses in the SCNT High, IVP, and AI groups displayed abnormal elongation, whereas those belonging to SCNT Med and Low groups did. This could have accounted for the lower implantation rates observed in these latter groups (51%, 57%) but its impact had to be assessed at the molecular level.

**Table 1:** Elongation classification and development success rates.

		Normal		Delayed	Abnormal		
		Filamentous (>15 cm)	Early Filamentous (10–15 cm)	Tubular (3–10 cm)	Early tubular (<3 cm)		
	N	N1	N2	D	Ab	**Implantation D21**	**Calving**
**AI**	10	10					
**IVP**	10	4	2	4		62%	55%
**SCNT High**	10	5	3	2		72%	13%
**SCNT Med**	10	3	2	2	3	51%	8%
**SCNT Low**	10	2	6	1	1	57%	2%

Consequently, the molecular profile of each Day 18 conceptus (n = 50) was characterized while restricting the high throughput analysis to the extra-embryonic tissues. 

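RNA from the extra-embryonic tissue of single Day 18 conceptuses was amplified, radioactively labelled and hybridised to nylon membranes spotted with bovine cDNA, with 1 conceptus per array. The arrays of 40 conceptuses were analysed here: 10 from IVP embryos and 10 each from the SCNT High, SCNT Med and SCNT Low groups. The AI arrays were not analysed here. Each array holds the spots of 10184 cDNA probes, 30 internal controls and 154 spots without a name in the files. For each spot, the authors deposited the mean brightness of its pixels and that of its local background, without subtraction or normalization. The log2 of the spot signal was centred here on each array's mean over the cDNA probes, so that a level of 0 is the mean of that array. The median spot signal of an array lay between 22.9 and 162 brightness units, and its median signal over local background between 4.85 and 8.99. Between 7735 and 9907 cDNA spots per array were brighter than the water spot of the same array. Across probes, which are not independent replicates, the median Pearson r between arrays of the same group was 0.930 in IVP, 0.929 in SCNT High, 0.903 in SCNT Med and 0.916 in SCNT Low. The 10 spots of GAPDH on an array differed with a median SD of 0.32 on the log2 scale, and the 10 spots of actin with one of 0.24. By the dates recorded with them, the arrays were quantified in 3 sessions, with adjoining days taken here as 1 session. Session 1 covered 7 IVP, 3 SCNT High, 7 SCNT Med and 3 SCNT Low arrays, and session 2 covered 3 IVP, 3 SCNT High, 3 SCNT Med and 5 SCNT Low arrays. Session 3 held only 4 SCNT High and 2 SCNT Low arrays. The number of arrays per group limits the precision of each comparison.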

As each study group was represented by 7–10 elongated conceptuses, sampling was homogeneous enough to proceed to paired comparisons using the array data set. While the control groups were similar, the SCNT groups differed from each other, with the greatest number of gene expression differences occurring between the High and Low groups (19 DEGs, Fig. 1A). 

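For each pair of groups, the centred log2 signals of the 10184 cDNA probes were compared with limma on the 20 arrays of that pair, and probes with a Benjamini-Hochberg adjusted p under 0.10 were counted as DEGs. In the comparison of SCNT High with SCNT Low, 10 probes passed, 9 of them more strongly expressed in SCNT High and 1 more weakly. An unadjusted p under 0.05 was found for 408 probes, where 509 are expected by chance. Between SCNT High and SCNT Med, 1 probe passed and 687 probes had an unadjusted p under 0.05. Between SCNT Med and SCNT Low, limma gave 0 DEGs and 436 probes with an unadjusted p under 0.05, and the structural variance model gave 0 DEGs as well. The probe of PGAM5 (CN433942) had a level of 3.15 ± 0.43 (SD, n = 10) in SCNT High and 1.65 ± 0.67 (SD, n = 10) in SCNT Low, a log2 difference of 1.5 (standard error 0.24, adjusted p = 0.0148 from limma). All 10 SCNT High arrays lay above the SCNT Low mean and 8 lay above every SCNT Low array. CR551977, which has no gene name in the files, was higher in SCNT High by 1.13 (standard error 0.19, adjusted p = 0.0148), with 9 SCNT High arrays above every SCNT Low array. MSH3 (CR552847) differed by 1.62 and C5orf13 (CN432421) by 1.45, each with an adjusted p of 0.0324 and with 10 of 10 SCNT High arrays above the SCNT Low mean. Without SCNT Low array BC256, whose MSH3 spot had an irregular shape, MSH3 differed by 1.4. The probe that separated SCNT High from SCNT Med was BF041564, also without a gene name. Its level was 0.84 ± 0.43 (SD, n = 10) in SCNT High and 2.33 ± 0.63 (SD, n = 10) in SCNT Med, a log2 difference of -1.49 (standard error 0.23, adjusted p = 0.0132), and 10 of 10 SCNT High arrays lay below the SCNT Med mean. With the quantification session as a block, the number of DEGs was 13 between SCNT High and SCNT Low, 9 of them among the 10 above, and 0 between SCNT High and SCNT Med. The number for SCNT High and SCNT Low moved most with array weights, to 43, and fell to 0 when all 4 groups were fitted in one model. Without the 6 arrays of the third session, a setting chosen after the data were examined, it was also 0, with 196 probes at an unadjusted p under 0.05 and a smallest adjusted p of 0.105, just over the threshold. The 9 probes, chosen for this difference, still had a higher mean in SCNT High in each session, with 2.70 against 1.68 in session 1, 3.25 against 1.74 in session 2 and 2.96 against 1.59 in session 3. The 9 probes higher in SCNT High rose and fell together from array to array within the groups, so that they are not independent observations. From its own comparisons, the paper states that the SCNT groups differed from each other, most of all SCNT High from SCNT Low.

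**Figure D1:**
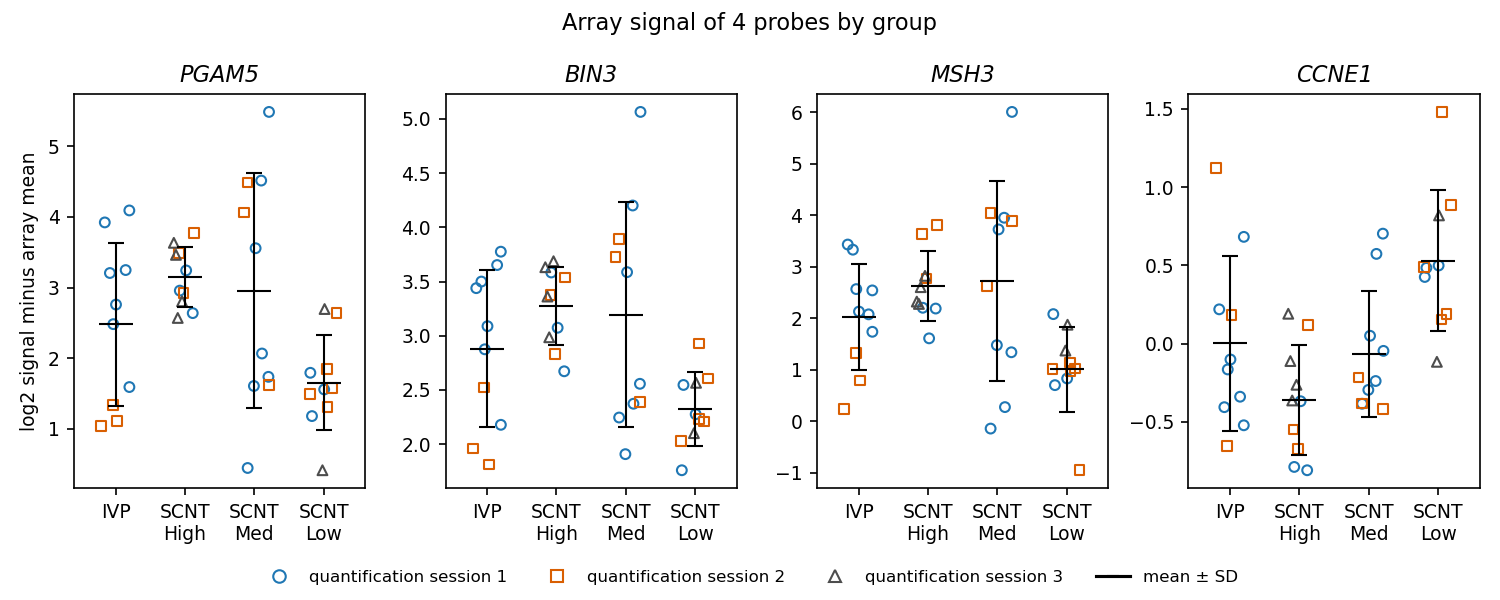
Log2 signal minus the array mean of the probes of PGAM5, BIN3, MSH3 and CCNE1 on each of the 10 arrays per group (points, with their shape giving the quantification session), with the group mean and SD. In SCNT High, 8 of 10 arrays lie above every SCNT Low array for PGAM5 and 9 of 10 for MSH3.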

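Set against IVP with the same fit, each SCNT group gave 0 DEGs at an adjusted p under 0.10 with limma. The smallest adjusted p was 0.20 for SCNT High, 0.864 for SCNT Med and 0.840 for SCNT Low. An unadjusted p under 0.05 was found for 1119 probes in SCNT High against IVP, which is 11.0% of the probes, for 335 in SCNT Med and for 344 in SCNT Low. The structural variance model, written after the description of SMVar, gave 1 DEG for SCNT High against IVP (AW462653, higher in SCNT High, adjusted p = 0.0243), 0 for SCNT Med and 0 for SCNT Low. The spot of AW462653 was brighter than the water spot on 0 of 10 IVP arrays and on 4 of 10 SCNT High arrays, which were the 4 SCNT High arrays of the third session. On SCNT Low arrays it was so on 2 of 10, also the 2 of the third session. The structural variance model with the session as a block gave 0 DEGs for SCNT High against IVP (smallest adjusted p 0.365). That setting was chosen after the data were examined. The setting that moved these numbers most was array weights, with which limma gave 180 DEGs for SCNT High against IVP, 87 of them more strongly and 93 more weakly expressed in SCNT High. With the same weights it gave 0 DEGs for SCNT Med and 0 for SCNT Low.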

AIs, IVPs, and SCNTs had similar numbers of DEGs (18–16; 3–4), with the exception of SCNT Low (10–3). However, AI, IVP, and SCNT Low did not display higher intra-variability than SCNT Med or High (Table S1). 

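The spread within a group was measured as the root mean square, over all cDNA probes, of the deviation of each array from the mean of the other arrays of its group. It was 0.54 ± 0.14 (SD, n = 10) in IVP, 0.53 ± 0.12 in SCNT High, 0.63 ± 0.17 in SCNT Med and 0.60 ± 0.21 in SCNT Low, on the log2 scale. Over the 6 pairs of groups, the smallest adjusted p was 0.651 (two-sided permutation test with 100000 resamples, Benjamini-Hochberg over the 6 pairs). SCNT Med exceeded SCNT High by 0.0927 and SCNT Low exceeded SCNT High by 0.0703 (adjusted p = 0.651 each). Both differences were less than the SD within either group. They rest in part on single arrays. The highest array was BC30 in SCNT Med (1.06, the next at 0.68) and BC250 in SCNT Low (1.13, the next at 0.79). In SCNT High the highest was BC245, at 0.82. The difference between SCNT High and IVP was -0.00295 and changed sign with quantile normalization, to 0.00254. Within session 1, the means were 0.473 in IVP, 0.522 in SCNT High, 0.572 in SCNT Med and 0.537 in SCNT Low, from 7, 3, 7 and 3 arrays. Within session 2, they were 0.682, 0.663, 0.751 and 0.685, from 3, 3, 3 and 5 arrays. SCNT Med was highest in both, but in session 2 this rests on BC30. The other SCNT Med arrays of that session lay at 0.581 and 0.608, below the session 2 mean of each other group. Each deviation was still taken from the other arrays of the group in all sessions. With the labels permuted only within sessions, a test chosen after the data were examined, the smallest p of the 6 pairs was 0.155, for SCNT Med and IVP (difference within sessions 0.0897), and the adjusted p was 0.731 for each pair.

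**Figure D2:**
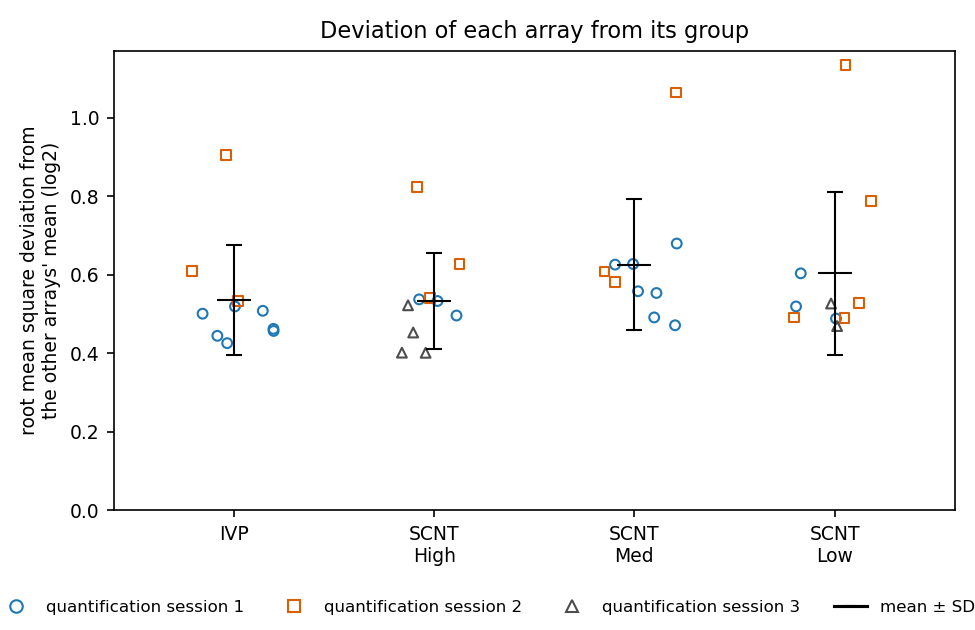
Root mean square deviation of each array from the mean of the other arrays of its group (log2 scale; points, with their shape giving the quantification session), with the mean and SD of the 10 arrays per group. The highest array of each group was quantified in session 2.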

As for individual genes, some were found to be pair-specific (*SCNM*1: AI-IVP pair) whereas others were shared by several pairs (*NEAT1* or *TXNDC9* for example). Nonetheless, all genes appeared to be connected through *in silico* networks and pathways (Fig. 1B), suggesting Day 18 SCNT-related alterations were the product of the same differentiation processes having been affected in different ways (especially cellular morphology and cellular development).

**Figure 1:**
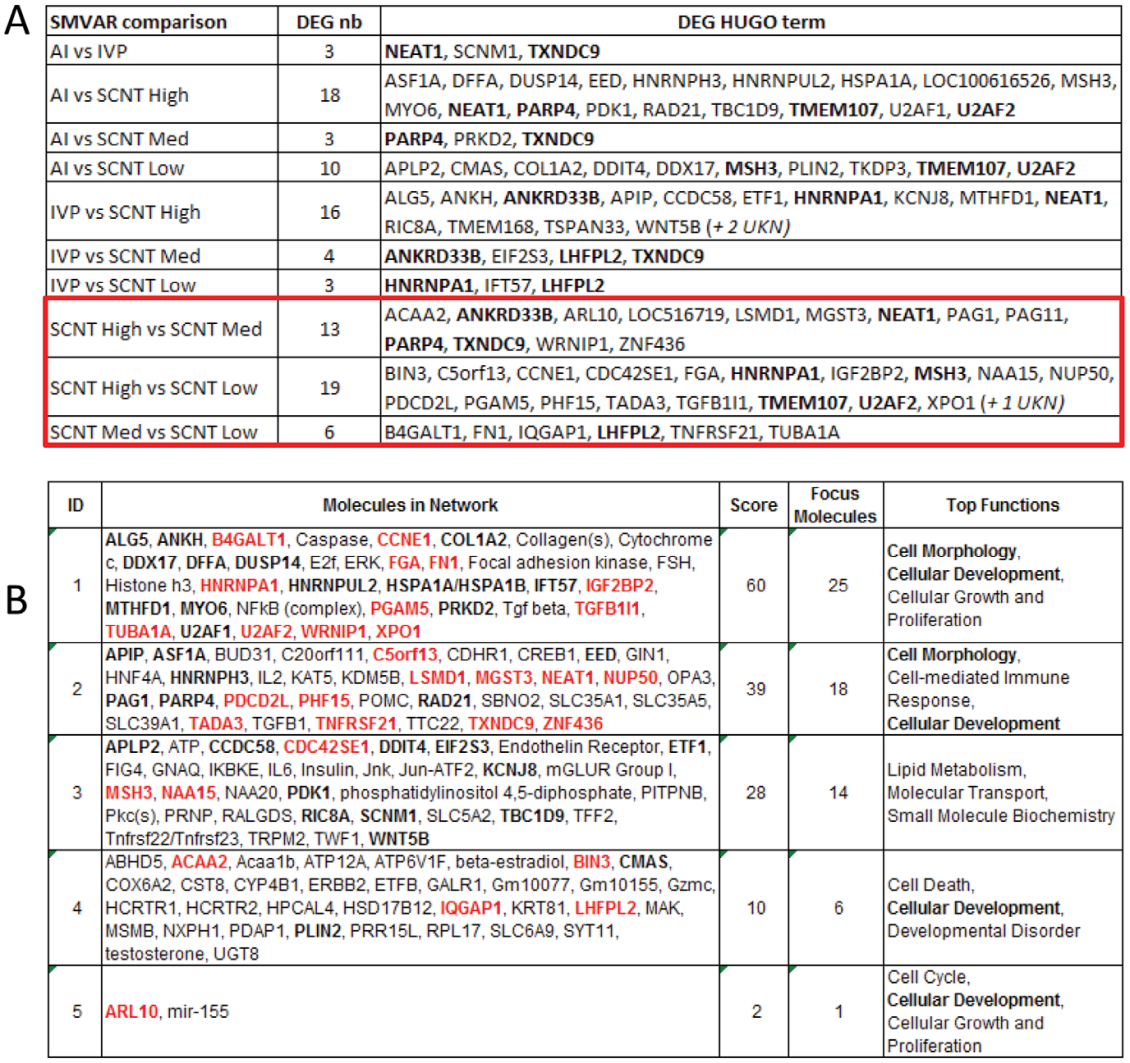
Differentially expressed genes (DEGs) among Day 18 EE tissues. A) Paired comparisons according to SMVar (Table S1). Across all the comparisons performed, 95 statistical occurrences were identified that corresponded to 72 unique DEGs. Multiple occurrences are in bold. Each gene ID is provided as a HUGO term. Among these DEGs, a few had been previously reported: single genes (*TUB1A1*, *B4GALT1)* or genes from the *CCDC, HSP or TKDP* families [17], [19]. B) IPA networks. The DEG list was analyzed with the Ingenuity Pathway Analysis software to identify the top gene networks and the pathways connecting them. SCNT-specific differences (in red) were found in three of four networks. In the IPA database, 4 proteins were located in the extra-cellular space, 8 at the plasma membrane, 20 in the cytoplasm, and 24 in the nucleus, of which 8 were recognised as transcription regulators.

Instead of focusing on a single gene network, we chose 4 networks (presented in Fig. 1B) and selected 14 genes based on their rank (or decreasing adjusted P-values) and their implication in: i) cellular morphology or development (*ALG5, APLP2*, *CCNE1*, *FN1*, *LHFPL2, MYO6*, *PLIN2, WNT5B*) and ii) alterations in chromatin modification or DNA repair (*ASF1A, BIN3, DFFA*, *EED*, *EIF2S3X, MSH3*). Validated expression differences are provided in Fig. 2; they mainly included differences between SCNT and control groups and within SCNTs (SCNT-AI: 6; SCNT-IVP: 4; SCNT Low-Med: 1). In addition, most of the differences resulted from weaker expression in SCNTs than in controls (8/9), except for *WNT5B*, which was more strongly expressed in SCNT High than in IVP. 

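For the comparisons that the arrays analysed here can give, the probes were those that Table S2 pairs with these genes. WNT5B (CN435723) had a level of 2.24 ± 0.43 (SD, n = 10) in SCNT High and 1.23 ± 0.63 (SD, n = 10) in IVP, a log2 difference of 1.02 (standard error 0.23, adjusted p = 0.20 from limma). All 10 SCNT High arrays lay above the IVP mean. ALG5 (BF040851) was lower in SCNT High, with a log2 difference of -0.64 (standard error 0.14, adjusted p = 0.20) and 10 of 10 arrays below the IVP mean. Among the 10184 probes, ALG5 ranked 5 and WNT5B 6 by p in this comparison. Array weights brought both past the threshold, with an adjusted p of 0.0567 each. Over all alternatives, the adjusted p of either gene lay between 0.0567 and 0.797. EIF2S3 (BF043574) differed by -0.97 between SCNT Med and IVP (standard error 0.22, adjusted p = 0.864), with 10 of 10 SCNT Med arrays below the IVP mean. Its spot was brighter than the water spot of the same array on 10 of 10 IVP arrays but on 6 of 10 SCNT Med arrays, so the size of the difference is uncertain. LHFPL2 (BF041292) was lower in SCNT Low than in IVP (adjusted p = 0.840). Its spot was brighter than the water spot on 9 of 10 IVP arrays and on 2 of 10 SCNT Low arrays, and its mean level of -2.18 in SCNT Low was below the -1.80 of the water spot, so no size of the difference is given. FN1 (AW465534) was higher in SCNT Med than in SCNT Low by 1.31 (standard error 0.32, adjusted p = 0.901), with 8 of 10 SCNT Med arrays above every SCNT Low array.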

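Table S2 pairs 16 genes with probes of the array. Against IVP, 9 of the 16 were lower in SCNT High, 5 in SCNT Med and 13 in SCNT Low. Their log2 differences from IVP ranged from -0.94 to 1.02 in SCNT High, from -0.97 to 0.72 in SCNT Med and from -1.01 to 0.68 in SCNT Low, leaving out LHFPL2 and DFFA, which had a lower mean level than the water spot in at least 1 SCNT group. At an adjusted p under 0.10 from limma, adjusted over the list alone, 7 of the 16 genes passed in SCNT High, 3 in SCNT Med and 8 in SCNT Low, against 0, 0 and 0 when adjusted over all probes. The study chose these genes on the same arrays, so the counts over the list alone are not independent evidence. The mean of WNT5B was also higher than in IVP in SCNT Med, by 0.72 (standard error 0.41, unadjusted p = 0.0912 from limma). In SCNT Low it differed from IVP by 0.23 (standard error 0.46, unadjusted p = 0.62 from limma). Neither difference passed an adjusted p of 0.10 over all probes. WNT5B levels in SCNT Low ran from -2.12 on BC202 to 2.59 on BC271, so the direction in SCNT Low is not settled.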

Non-validated DEGs were related to differences within SCNTs (Low-High: *BIN3*, *CCNE1*) or between SCNTs and controls (AI-SCNT Med: *LHFPL2*; AI-SCNT High: *MSH3*), except for *FN1*. 

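In the array data, BIN3 (CN434085) had a level of 3.27 ± 0.36 (SD, n = 10) in SCNT High and 2.33 ± 0.34 (SD, n = 10) in SCNT Low. The log2 difference was 0.95 (standard error 0.17, adjusted p = 0.0219 from limma), and 10 of 10 SCNT High arrays lay above the SCNT Low mean. The level of CCNE1 (BF045665) was -0.36 ± 0.35 (SD, n = 10) in SCNT High and 0.53 ± 0.45 (SD, n = 10) in SCNT Low, a log2 difference of -0.89 (standard error 0.19, adjusted p = 0.0764), with 10 of 10 SCNT High arrays below the SCNT Low mean. Both differences kept their direction under all 14 alternatives. With normexp background correction the adjusted p of BIN3 was 0.130 and that of CCNE1 0.293, within ranges over the alternatives of 0.00187 to 1.00 for BIN3 and 0.0338 to 0.646 for CCNE1.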

To determine the cellular location of the validated transcripts in SCNTs as well as in controls, several *in situ* hybridisations were performed; three in particular revealed an interesting labelling pattern on the panel of tissue sections (*APLP2*, *FN1, PLIN2*). *APLP2* and *FN1* appeared to be restricted to endodermal cells and *PLIN2* to trophoblast cells (Fig. 3A, 3C). Using 2–3 conceptuses per group, we further determined that the cellular location of these genes was unchanged in SCNTs and IVPs (Fig. 3A), even in cases of delayed elongation (5 tubular shapes out of 9). Unfortunately, because the shortest conceptuses were extremely limited in size (<3 cm), gene cellular location could not be evaluated for abnormal elongations.

**Figure 2:**
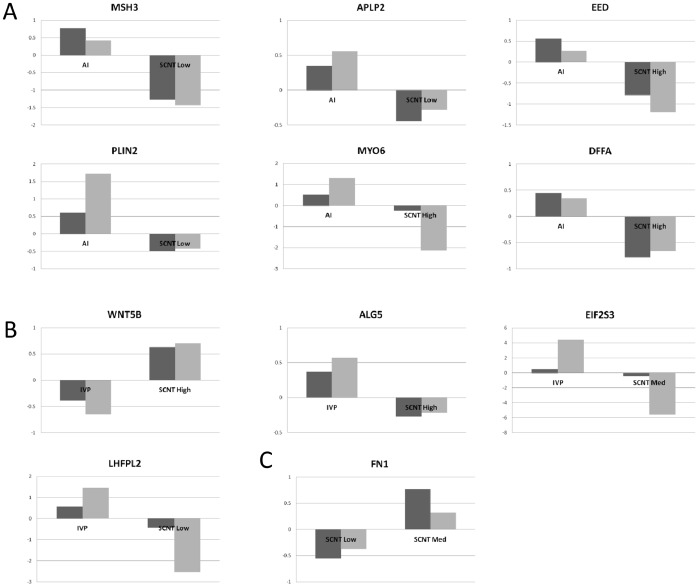
Validated gene expression differences. The gene expression differences are presented according to their decreasing rank (or adjusted P-value) within the SMVar output lists. In A: differences between SCNT and AI, in B: differences between SCNT and IVP, in C: differences among SCNT. The y-axis of the each histogram corresponds to the relative expression values of each DEG in EE tissues (AI, IVP and SCNT High, Med, Low). Array data are in grey, QPCR data in black.

**Figure 3:**
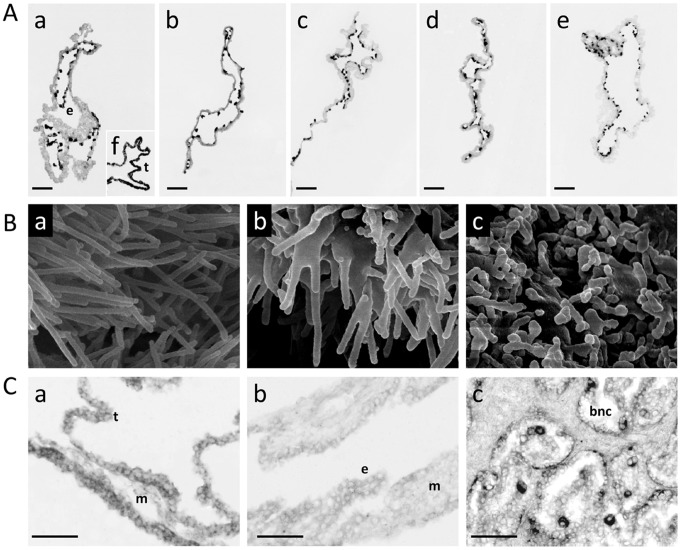
New biological outcomes of validated DEGs. A) *FN1* is restricted to the endoderm. *In situ* hybridisation in AI (a), IVP (b), and SCNT D18 EE tissues: Med (c), Low (d), High (e), using an anti-sense FN1 DIG-labelled riboprobe. (t) trophoblast, (e) endoderm. In the AI panel, f) shows c93/*SOLD1*, a trophoblast-specific control from [23]. The sense probe gave a negative signal in all tissues (not shown). Despite differential expression levels in array and QPCR data, this gene is expressed in the same cells, regardless of conceptus origin. Only a small part of each conceptus is shown. Scale bar is 150 µm. B) Microvilli abnormalities in SCNT EE tissues at D18. In the SCNT groups where *MYO6* and *LHFPL2* were underexpressed (b, c), epithelial microvilli appeared shorter and/or fused. SEM images of the external face (extra-embryonic ectoderm or trophoblast) of D18 EE tissues from SCNT Low and Med conceptuses as compared to controls (AI in a). Magnifications: a) x 30000, b) x 35000, c) x 30000. C) *PLIN2* is expressed in the trophoblast of D18 EE tissues and absent from the yolk sac at D25 [the yolk sac is composed of endoderm (e) and mesoderm (m)]. It is also expressed in binucleated cells (BNC) from D63 bovine placentas. BNC are differentiated trophoblast cells, often considered as the anatomical equivalent of mouse giant cells. *In situ* hybridisations with an anti-sense PLIN2 DIG-labelled riboprobe on tissue cross-sections from D18 EET (a), D25 Yolk sac (b) and D63 placentas (c) developed after AI. The sense probe gave a negative signal in all tissues; data are not shown. Only a small part of each tissue is shown. Scale bar is 100 µm.

Three other validated DEGs were analysed because of their previously reported roles in the morphogenesis of epithelial microvilli (*MYO6, LHFLP2* [34], [35], [36]) or in the differentiation of mouse trophoblast giant cells (*PLIN2* [37]). We decided to analyse the microvilli of SCNT High (n = 4) and Low (n = 3) filamentous conceptuses given that the two groups more weakly expressed *MYO6* or *LHFPL2* and it is in the filamentous stage that microvilli have been described on trophoblast cells prior to implantation [29]. 

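On the arrays, MYO6 (AW463989) differed from IVP by -0.20 in SCNT High (standard error 0.17, adjusted p = 0.690 from limma) and by -0.20 in SCNT Low (standard error 0.20, adjusted p = 1.00). In each of these groups, 6 of 10 arrays lay below the IVP mean. In SCNT Med, MYO6 differed from IVP by 0.06 (standard error 0.22, adjusted p = 1.00), with 5 of 10 arrays above the IVP mean. MYO6 levels ran from -1.32 on BC30 to 0.88 on BC2U41 in SCNT Med. In SCNT Low they ran from -1.31 on BC250 to 0.47 on BC254. Single arrays thus weigh on these small differences, and the sign of the one in SCNT Med is not settled. LHFPL2 was lower than in IVP in SCNT High (adjusted p = 0.342) and in SCNT Med (adjusted p = 0.864). Its signal did not stand above the water control in the SCNT groups: the spot was brighter than the water spot of the same array on 5 of 10 SCNT High, 2 of 10 SCNT Med and 2 of 10 SCNT Low arrays, against 9 of 10 IVP arrays, and its mean level was below that of the water spot in each SCNT group. The size of these differences is therefore not given. None of the differences of MYO6 and LHFPL2 passed an adjusted p of 0.10. Levels in AI, against which the paper also compares, were not analysed here.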

Nine filamentous conceptuses from the other groups (AI: 4, IVP: 2, SCNT Med: 3) were used as controls. Shortened and/or fused microvilli (Fig. 3B) were observed in some but not all SCNT High and SCNT Low conceptuses (2/4 and 1/3, respectively). Nothing similar was observed in any of the control conceptuses (n = 9). With regards to *PLIN2*, we confirmed that the transcript was confined to the trophoblast in AI samples and specifically to mononucleated cells at Day 18 and binucleated cells at Day 63. So as to indirectly evaluate the putative impact of gene expression differences at D18 on later extra-embryonic differentiation, the expression of other genes was analysed at D26, D36 and D63 in yolk sac and chorion tissue (n = 11, Fig. S1). The results sustained the initial *in silico* assessment: that cellular morphology may be affected at Day 18 and that SCNT-related alterations in gene expression levels at Day 18 may compromise cellular development in later stages. Nonetheless, further studies should test this functional hypothesis by employing gene invalidation in controls to mimic SCNT phenotypes.

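Over the 6 comparisons among IVP, SCNT High, SCNT Med and SCNT Low, 11 different probes were counted as DEGs by limma, which is 0.108% of the 10184 cDNA probes. No probe was counted in more than 1 comparison. Normexp background correction gave 7 calls on 6 probes, as BF041564 was called for SCNT High against both SCNT Med and SCNT Low. Array weights gave 236 calls on 224 probes, 11 of them called in more than 1 comparison and BF041564 in 3.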

In accordance with the elevated rate of occurrence of elongated conceptuses in SCNT and controls (46/50), very few molecular differences appeared significant (when comparing to the number of genes expressed in Day 18 extra-embryonic tissues: 72/9162). To evaluate embryonic differentiation and compare gastrulation success rates in SCNTs and controls, we did not search for DEGs in embryonic tissues at Day 18 but rather assessed gastrulation more globally with a staging method that has been used in chicks, rabbits, pigs, and cows [24].

### Embryonic Differentiation

Relying on morphological signs of gastrulation and the expression pattern of an early mesoderm marker, the *Brachyury* gene, this staging method describes D18 patterns in AI conceptuses as being at stage 4 or 3 (referred to as normal: N1 and N2, respectively; Fig. 4). Accordingly, these stages were the most frequently observed and their presence best predicted successful development to term in AI, IVP and SCNT High groups (Table 1B). When fewer N1 and N2 stages were observed, more unusual patterns were recorded including late and abnormal development. In SCNT Med and Low conceptuses, a few embryonic discs were delayed but normal, i.e. they appeared morphologically younger than those in controls (AI), and corresponded to stage 2 [24]. They were thus recorded as delayed (D). Since the D pattern occurred with equal frequency in all groups except for AI, this delay in embryonic development was not typical of post-SCNT differentiation. Conversely, several other discs from SCNT Med and Low groups were atypical, i.e. not previously observed in controls [23], [24], [31], [38]. Depending on the severity of their phenotype, they were called Ab1 or Ab2. In the mild phenotype (Ab1), discs were small or folded, with atypical U-shaped or broadened *Brachyury* labelling (Fig. 4A). In contrast, the severe phenotype (Ab2) displayed no disc, or at least none that was morphologically recognisable or molecularly detectable using the *Pou5f1* gene as a molecular marker for the epiblast [23]. The highest numbers of Ab1 and Ab2 patterns were found in those conceptuses that had the lowest success rates at Day 21 and at term, namely those in the SCNT Med and Low groups (Table 1).

**Figure 4:**
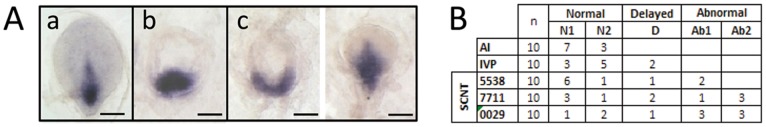
Gastrulation patterns. A) Definition of gastrulation classes. Normal *Brachyury* patterns are shown in N1 (a) and D (b) embryonic discs. Abnormal *Brachyury* patterns (U-shaped and broadened labelling) are shown in Ab1 (c) embryonic discs. These are whole-mount *in situ* hybridisations with an anti-sense Brachyury DIG-labelled riboprobe performed on embryonic discs from two SCNT High (a, b) and two SCNT Low conceptuses (c, right and left panels). Scale bar: 100 µm. B) Overview of all conceptuses.

Our observations of embryonic tissues showed that post-SCNT differentiation partly affected embryonic functions. However, the likelihood of normal gastrulation was lower than that of normal elongation (38/50 *versus* 46/50). We thus compiled all our classifications of elongation and gastrulation and counted cases of co-occurrence (30 out of 50), where the extra-embryonic and embryonic tissues were both recorded as normal, delayed or abnormal (NN, DD, AbAb; Table 2). These cases included all AIs (10/10), most IVPs (6/10) and SCNT Meds (7/10), but only a few SCNT Highs (4/10) and Lows (3/10). The other cases where extra-embryonic and embryonic tissues were in discordance (n = 20) included the 12 cases initially observed (normal elongation with delayed, abnormal, or very abnormal gastrulation) but also 8 new cases where gastrulation appeared normal but was associated with delayed or abnormal elongation. Out of these, 6 came from the SCNT groups [High: 2, Med: 3, Low: 1] and 2 from the IVP group. In general, few discordances were mild (normal versus delayed or ND, n = 9) and most were severe (normal versus abnormal or NAb, n = 10). Severe discordances were only found in the SCNT groups (High: 3, Med: 3, Low: 4) and were correlated with a higher probability of embryo loss at implantation for the High and Low groups (28%, 43%; Table 1).

**Table 2:** Uncoupling during elongation and gastrulation.

	EE morphology				
	Normal		Delayed	Abnormal	
	Fil (>15 cm)	Early Fil (10–15 cm)	Tub (3–10 cm)	Early tub (<3 cm)	
**AI**	N1 (5), N2 (5)				**E** **morphology**
**IVP**	N1 (2), *D(2)*	N1 (1), N2(1)	*N1 (2)*, D (2)		
**SCNT High**	N1 (2), N2 (1), **Ab1 (2)**	N1 (1), *D (1)*, **Ab1 (1)**	*N1 (2)*		
**SCNT Med**	N1 (2), **Ab1 (1)**	N1 (1), **Ab2 (1**)	D (2)	**N2 (1)**, Ab2 (2)	
**SCNT Low**	N1 (1), *D (1)*	N1 (1), *D (1)*, **Ab1 (1)**, **Ab2 (3)**	**Ab1 (1)**	Ab2 (1)	

Mild uncoupling events are in italics, severe uncoupling events are in bold, and coordinated E/EE differentiations are in normal font. Coordinated E/EE differentiations include normal/normal, delayed/delayed, and abnormal/abnormal morphologies.

### Embryonic/extra-embryonic Discordances

To build on these discordance data obtained from macroscopic observations, we used a small extra-embryonic gene set that was previously identified as an accurate predictor of the embryonic stages in controls at gastrulation (AI [24]). When elongation and gastrulation were delayed, the extra-embryonic gene set displayed similar patterns in the SCNT and AI groups despite them being in different embryonic stages (Tub-D *versus* Fil-N2 phenotypes; Fig. 5). In addition, with or without embryonic tissues, tubular SCNT conceptuses were similar. There was thus a discrepancy between the molecular and morphological results, which highlighted another important difference. Despite having a morphology similar to trophoblastic vesicles (TV), SCNTs without discs did not display the extra-embryonic pattern of TVs, but that of tubular SCNTs, irrespective of their embryonic stage (delayed or normal).

**Figure 5:**
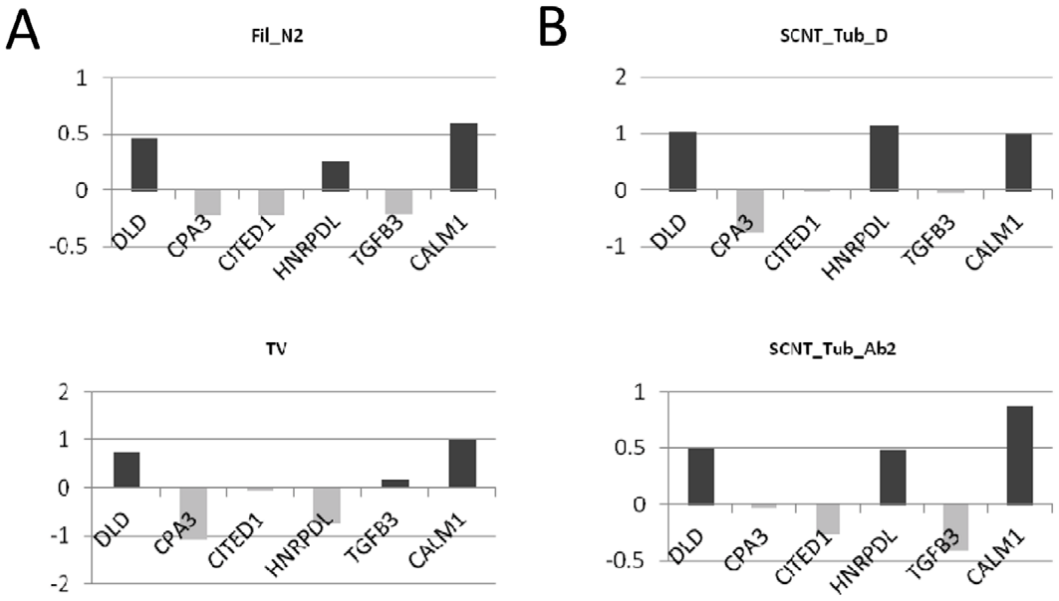
Molecular uncoupling of E and EE tissues in SCNT conceptuses. The gene set used to classify each conceptus includes six genes from the extra-embryonic tissues and has been described as an accurate predictor of embryonic stages in controls. A) Patterns resulting from AI: examples of a filamentous conceptus with a disc at stage 3 (Fil-N2) and a trophoblastic vesicle (TV) with an ablated disc since Day 15. B) Patterns resulting from SCNT: examples of tubular conceptuses with a delayed embryonic disc (stage 2) or no disc (Ab2).

To add to these molecular results, a hierarchical clustering was performed on the 500 most variant genes expressed by SCNT extra-embryonic tissues (n = 30). 

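The 500 cDNA probes with the largest variance over the 30 SCNT arrays were used to compute Euclidean distances between arrays. The mean distance was 34.0 between arrays of the same donor line and 34.3 between arrays of different lines, a ratio of 0.990 (one-sided permutation test with 100000 resamples of the line labels, p = 0.196). The nearest array came from the same line for 13 of the 30 arrays, where relabelled arrays gave 9.32 on average (permutation p = 0.139). Complete linkage divided the 30 arrays into clusters of 25 and 5 arrays. The larger held 9 SCNT High, 7 SCNT Med and 9 SCNT Low arrays, and the smaller 1, 3 and 1. With the quantification sessions in place of the donor lines, the ratio was 0.957 (permutation p = 0.0590). Over 8 other settings with all 30 arrays, the ratio for donor lines lay between 0.978 and 0.997. Without the 6 arrays of the third session, a setting chosen after the data were examined, it was 1.03 (permutation p = 0.919). The staging of each conceptus is not given with the arrays and was not used here.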

When the results were analysed in relation to EE morphology and E staging (Fig. 6), discordant patterns were apparent (same numbers, same groups). However, these discordances were not easily linked with two new factors: i) the sex of the conceptus (all SCNTs are females): the absence of a sex effect was confirmed by statistical analyses on AIs (males versus females) as well as on females only (AI-IVP-SCNT; Table S1) and ii) the reprogramming efficiency: SCNT High and Med groups both displayed the lowest number of severe E/EE uncoupling events (3/10) but not the same level of implantation failure (28% and 49%, respectively).

**Figure 6:**
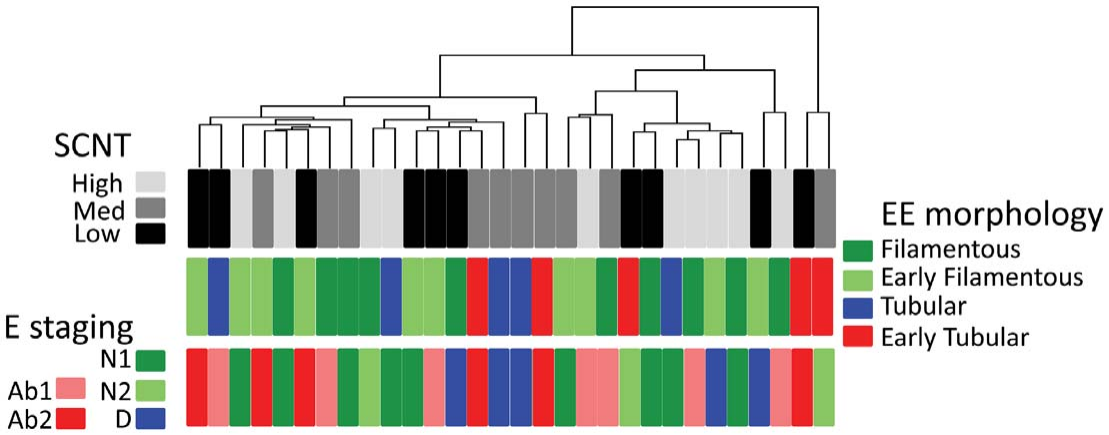
Molecular and morphological uncoupling of E and EE tissues in SCNT conceptuses. A hierarchical clustering was first performed using the 500 most variant genes from SCNT High, Med, and Low groups. The 30 SCNT conceptuses are presented with their EE and E morphology. Cases of coupled E/EE differentiations were rare. See complementary details in Table 2.

### Abnormal SCNTs

Over the totality of the SCNT conceptuses, half were normal and half were abnormal. To be able to discriminate between them and preserve embryonic tissues for other analyses, we searched for extra-embryonic genes that could distinguish between normal and abnormal SCNTs. Using three classification methods and taking into account the genes commonly identified by these methods, two genes were identified that could serve this function: *KLF4* and *ACVR2A* (Table S1; Fig. 7A). Both were more strongly expressed in abnormal versus normal SCNT extra-embryonic tissues. Because the SCNT High, Med and Low groups all contained normal and abnormal conceptuses, differences in expression of these two genes were unlikely to stem from differences in somatic origin. Instead, they could have indicated poor post-SCNT differentiation. Moreover, these genes displayed different expression patterns in somatic cells (Fig. 7C); *KLF4* was highly expressed in the 5538 fibroblasts (as compared to the others: 7711, 0029). It thus seemed that *KLF4* was downregulated in normal Day 18 conceptuses from the SCNT High group but upregulated in abnormal conceptuses from SCNT Med or Low groups (as compared to its initial levels in the corresponding fibroblasts). Conversely, *ACVR2A* seemed upregulated in abnormal conceptuses (as compared to its level in different somatic cells; Fig. 7A, 7C).

**Figure 7:**
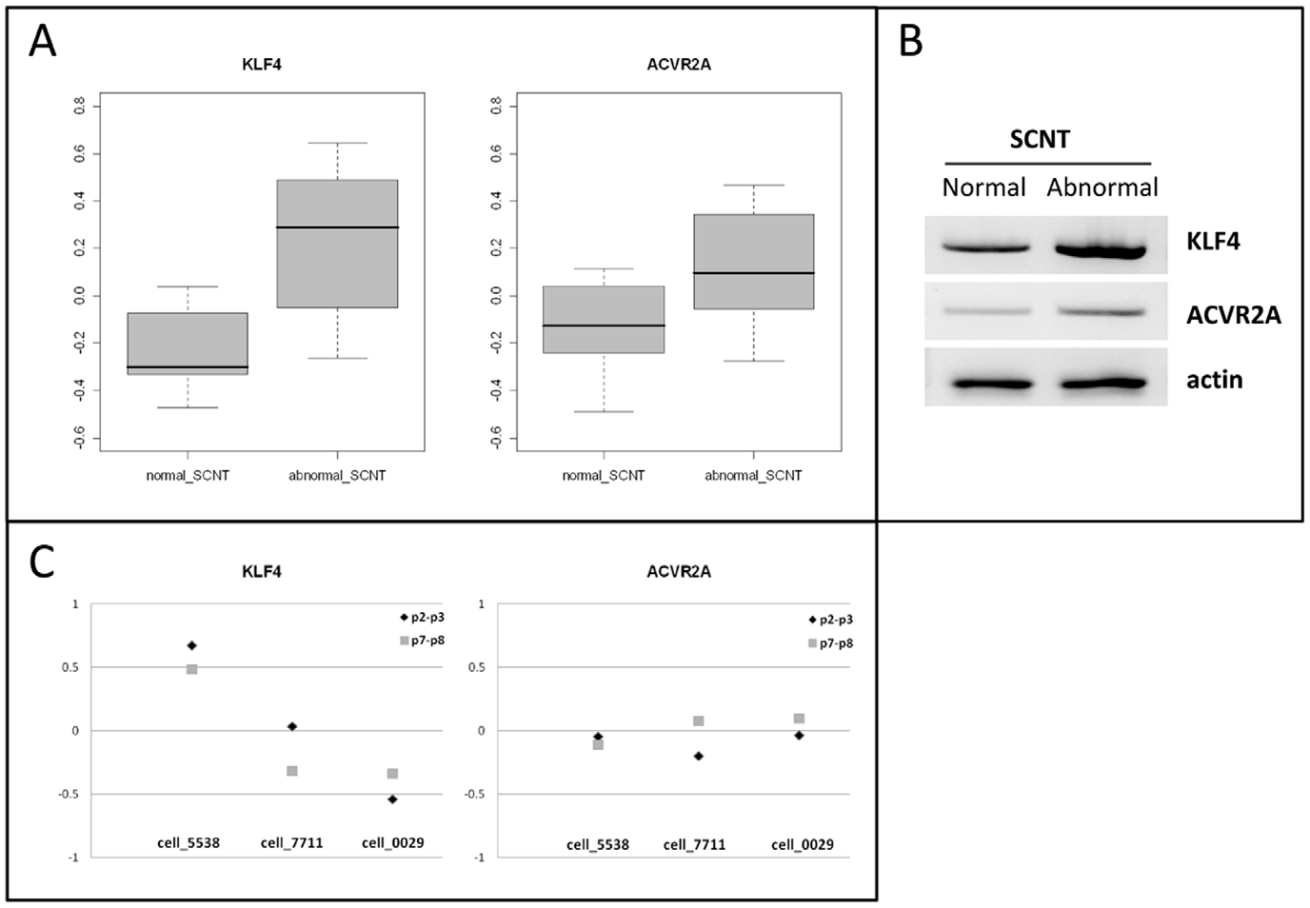
*KLF4* and *ACVR2A* discriminate among normal and abnormal SCNTs. A) Box plots of *KLF4* and *ACVR2A* expression in normal and abnormal SCNTs. B) PCR results from normal and abnormal EE tissues, pooled as indicated in Table S1. C) Expression of *KLF4* and *ACVR2A* in the fibroblasts (5538, 7711 and 0029) used to generate SCNT High, Med, and Low conceptuses. Triangles correspond to cell passages temporally proximate to biopsy (p2-p3), squares to the passages closer to nuclear transfer (p7–p8).

## Discussion

In the current study, some SCNT conceptuses appeared normal while others demonstrated features signalling atypical elongation or gastrulation. Some of these features correspond to those previously reported in studies examining only one of the two developmental processes, either elongation or gastrulation [17], [18], [19], [20], [22], [39], [40], [41]. Here, however, we describe for the first time a high incidence of E/EE uncoupling, a result which emerged from our concomitant analysis of the two processes. Our use of somatic cell lines with different reprogramming efficiencies (High, Med, or Low) allowed us to ask questions about the putative links between SCNT-related uncoupling and embryo loss and contrasts with most studies’ use of a single cell line (often comparable to SCNT Med).

### Uncoupling Compromises Development

The uncoupling of embryonic and extra-embryonic differentiation was not only apparent in SCNT conceptuses with no disc but also in all abnormal conceptuses whatever their somatic origin. Severe uncoupling was found in all SCNT groups and was correlated with a high probability of embryo loss at implantation for the High and Low groups. Similarly, mild uncoupling was observed in all SCNT groups and in the IVP group (4/10). Whether mild uncoupling may account for embryo loss at implantation in IVPs (40%) is unknown. However, an asynchrony of more than 36 h to 48 h between the development of the conceptus and that of the uterus has long been reported as detrimental when the uterus is ahead of the blastocyst at the time of transfer [42], [43] but beneficial when the uterus lags behind [44]. The state of the uterus is thus another factor to consider when predicting implantation success due to its sensor/driver capacity [45], [46]. To evaluate a putative “maternal” effect on the conceptuses that we studied, two statistical analyses were performed (Table S1) that evaluated the effect of a) being developed in a recipient cow and b) the specific breed of the recipient. Neither effect was significant. Moreover, as illustrated by SCNT Med group, in which the embryo loss at implantation (43%) exceeded severe uncoupling (3/10), pre-implantation loss could originate from mild uncoupling. Nonetheless, the SCNT conceptuses from medium and low efficiency groups had the highest occurrence of abnormal embryonic tissues and the lowest pregnancy success rates at Day 21 and at term.

### Embryonic Tissues Show Diverse Effects

Among the embryonic defects observed, two major classes appeared: one affecting the primitive streak (its shape or position within the disc; Ab1 class) and the other the disc itself (Ab2 class). In the first class, where a streak appeared along with the nascent mesoderm, an epiblast was formed and proper antero-posterior patterning took place. Gastrulation was thus not totally impaired but rather displayed atypical patterns. Unusual, similarly shaped, or broadened *Brachyury* labelling patterns were reported and interpreted as defective specifications of the primitive streak due to defective epiblast cells or defective hypoblast signals. Indeed, signals emanating from the hypoblast not only normally position the streak but also restrict its size and enlargement [47], [48], [49]. The Ab1 class could thus originate from post-SCNT defects affecting the hypoblast or its signalling capabilities. The hypoblast is defined in the current work as it was originally in the chick system: it is comprised of the cells underlying the epiblast in the embryonic disc. In the second class, where no embryonic disc was found, the mechanism underlying the defect likely occurred prior to gastrulation and affected the epiblast lineage (due to defective proliferation or pluripotency), the E/EE ratio (as described in some classes of mouse SCNTs where the EE tissues overgrew [50]), the ICM lineage (due to defective proliferation or pluripotency), or the ICM/TE ratio at the blastocyst stage. As no extra-embryonic overgrowth was observed in SCNT conceptuses without discs, the Ab2 class may originate from post-SCNT alterations in the ICM/epiblast lineage or the ICM/TE ratio. Based on past and present work, two lines of reasoning favour this hypothesis. The first is the lack of molecular similarity between Trophoblastic Vesicles (TV) and SCNTs without discs. Ab2 conceptuses may lack a healthy disc for a longer period of time than TVs (experimental ablation of the disc at D15); alternatively, they may never form a healthy disc or only transiently so. The second is the high percentage of conceptuses without discs at Day 14 post-SCNT [22]. To further support this hypothesis, producing SCNTs at Day 14 (or Day 7) to characterise their epiblast (or ICM) would be useful. So far, although no Day 14 SCNT epiblast has been molecularly characterised, Day 7 blastocysts have been. These analyses did not reveal altered gene expression in SCNT groups (High, Med or Low) relative to controls (AI or IVP) that could be linked to ICM pluripotency issues, ICM/TE ratio, or early cell fate decisions [51]. However, ICM cells were not specifically scrutinised. The derivation of embryonic stem cells from SCNT High, Med, or Low groups at Day 7 or Day 14 could also provide functional clarification. While this is not yet feasible in cattle [52], it has been successful in pigs [53] and mice (EpiSC from controls and NT embryos [54]).

### Extra-embryonic Tissues Seem Secondarily Affected at Day 18

In contrast to the extensive embryonic defects observed in SCNTs and controls, their EE tissues were similar, suggesting that they are less affected by the SCNT process and that their defects contributed less to pregnancy loss at Day 21. Indeed, with their high rate of successful elongation and few DEGs, Day 18 EE tissues looked normal regardless of their somatic origin. 

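Arrays were simulated once per setting from a normal distribution with the mean and SDs of each real probe, and known differences were added. Without the correlation between probes, they give the size of difference that 10 arrays against 10 could show. Real probes vary together: among other splits of the 20 SCNT High and IVP arrays, up to 299 probes were called. Recovery and false calls may thus differ on the real arrays. With 200 of the 10184 probes changed, limma at an adjusted p under 0.10 recovered 77% of the changes of 1 on the log2 scale between SCNT High and IVP, 74% between SCNT Med and IVP and 70% between SCNT Low and IVP. Of the changes of 1.5, it recovered 96%, 92% and 96%. The calls that were false numbered 24 of 197, 20 of 186 and 14 of 180. With only 20 probes changed, each percentage rests on few probes. Of the changes of 1, limma then recovered 50%, 80% and 60% in the same comparisons, and of those of 1.5, 100%, 90% and 90%. False calls then numbered 5 of 20, 5 of 22 and 1 of 16. From the rate of elongation and the small number of DEGs, the paper reasons that the extra-embryonic tissues at Day 18 looked normal whatever their somatic origin.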

Other reports described similar results for other somatic backgrounds at Day 15 or 17: most genes showed equal expression levels between SCNTs and AIs [55], [56] or SCNTs and IVPs [40], [57], [58] such that small DEG ratios were noticed: 18/1206 [17] or 47/1321 [19]. However, the DEGs we found could affect the absorption of nutrients from the uterine histotroph [59] via altered microvilli or could change the interactions within extra-embryonic cell layers (differentiation, motility or adhesion [60]) by altering the extra-cellular matrix. As hypothesised for the embryonic tissues (where disc absence at Day 18 may originate in earlier defects), it may be that Day 18 extra-embryonic defects become more visible at implantation due to trophoblast-uterus contacts (as in the mouse [61], [62]). Reports that describe placental defects and link them to defective trophoblast development also support this possibility [63]. Nonetheless, to clarify the role of each cell layer (trophoblast, endoderm or mesoderm) in generating SCNT abnormalities affecting the yolk sac or the chorion, there will be a need for: i) extended localisation of SCNT-affected transcripts and ii) in-depth transcriptome analyses via micro-dissection or RNA sequencing.

### Somatic Origins, Reprogramming, and Re-differentiation Matter

Despite the similarity in AI, IVP, and SCNT High gastrulation patterns, the latter group nonetheless demonstrated relatively different gene expression in elongating tissues. These differences may reflect quicker cascades of transcriptional regulation or simpler epigenetic architectures that result in SCNT High conceptuses having greater EE plasticity and higher implantation success rates than IVPs (at D21). 

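As a measure of how far a group lay from IVP over all probes, chosen after the data were examined, the root mean square of the differences between the group means was taken over the cDNA probes. For SCNT High and IVP it was 0.290 on the log2 scale, where relabelled arrays gave a median of 0.231 (permutation p = 0.0422 with 100000 resamples, adjusted p = 0.253 over the 6 pairs of groups). Without the 6 arrays of the third session, 4 of which were SCNT High and none IVP, the distance was 0.291 and relabelled arrays gave 0.272 (permutation p = 0.289).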

Given the stronger expression of most DEGs and the weaker expression of *EED* (which encodes a protein of the Polycomb repressive machinery [64]) in the SCNT High group, higher molecular plasticity is plausible. In contrast, SCNT Med and Low groups differed less from controls in their molecular profiles yet evidenced abnormal embryonic patterns. As a result, when SCNT groups were ranked according to their similarity to controls, a different order was obtained when E versus EE differentiation was used. Furthermore, none of the rankings matched the one obtained using the somatic cells (Fig. 8). 

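Of the 11 probes counted as DEGs between SCNT High and IVP, SCNT Med or SCNT Low, 9 were more strongly expressed in SCNT High, which is 81.8%. All 9 came from the comparison with SCNT Low and vary together, so they are not 9 separate observations. Their mean in IVP, SCNT High and SCNT Low was 2.74, 2.70 and 1.68 in session 1, and 1.29, 3.25 and 1.74 in session 2. Whether SCNT High lay above IVP or SCNT Low below it thus differed between these sessions. With array weights, 120 of 235 calls were higher in SCNT High, which is 51.1%. Those calls fell on 223 different probes, 118 of them higher in SCNT High. The level of EED (CR552963) was 1.39 ± 0.88 (SD, n = 10) in SCNT High and 2.33 ± 1.02 (SD, n = 10) in IVP, a log2 difference of -0.94 (standard error 0.38, adjusted p = 0.372 from limma). EED differed by -0.87 between SCNT High and SCNT Med (standard error 0.41, adjusted p = 0.733) and by -0.80 between SCNT High and SCNT Low (standard error 0.32, adjusted p = 1.00). In each of these comparisons, 9 of 10 SCNT High arrays lay below the mean of the other group. One IVP array, BF190, had an EED level of -0.41, with the spots around it low as well, and without it the log2 difference from IVP was -1.25. SCNT High array BC245 was low too, at -0.58. Without BC245 the difference was -0.72, and without both arrays -1.03. From the direction of most DEGs and the weaker expression of EED, the paper reasons that a higher molecular plasticity of SCNT High is plausible.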

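The root mean square distance from IVP was 0.223 for SCNT Med (permutation p = 0.713, adjusted p = 0.713) and 0.234 for SCNT Low (permutation p = 0.566, adjusted p = 0.713), where relabelled arrays gave medians of 0.241 and 0.242. That these distances are smaller than the one of SCNT High was not tested itself.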

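For the extra-embryonic profiles, each probe was centred on the mean of the 4 groups and the group means were correlated across probes, which are not independent replicates. For SCNT High and SCNT Low, Pearson r was -0.0947, where relabelled arrays gave a mean of -0.327 (two-sided permutation test with 100000 resamples, p = 0.197, adjusted p = 0.378 over the 6 pairs of groups). Between IVP and SCNT Med it was -0.0552 (permutation p = 0.132, adjusted p = 0.378). The smallest p of the 6 pairs was that of IVP and SCNT High, with an r of -0.610 (permutation p = 0.113, adjusted p = 0.378). For the other pairs, r was -0.532 between SCNT Med and SCNT Low, -0.418 between SCNT High and SCNT Med and -0.278 between IVP and SCNT Low (permutation p = 0.252, 0.605 and 0.782). Complete linkage of the 4 group means joined IVP with SCNT Med at a Euclidean distance of 22.5 and SCNT High with SCNT Low at 23.3, and both pairs at 29.2. The order of the joins was the same with normexp, quantile normalization, median centring, the authors' processed values and without the dimmest probes. IVP and SCNT Med each held 7 arrays of session 1 and 3 of session 2, and only the other groups held arrays of session 3. Without the third session, a setting chosen after the data were examined, the order was the same, with SCNT High and SCNT Low joined at 25.8. The first 2 sessions were still unevenly divided over the groups, so an effect of the session on the joins is not excluded. The ranking by embryonic stage and that of the fibroblasts were not analysed here.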

As the difference between cell passages was less important for a given cell than the difference between cell donors, our guess is that *in vitro* culturing differences were of less consequence than cell line characteristics.

**Figure 8:**
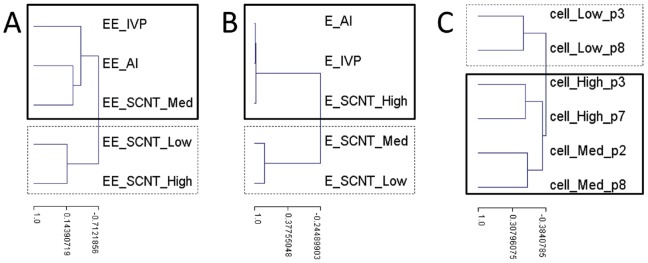
Differential clustering of differentiating tissues and somatic cells. Ranking of SCNTs and controls based on the EE profiles (A) or the E stages (B). Ranking of the fibroblasts (5538, 7711 and 0029) based on their molecular profiles and using the 500 most variant genes among them. The cell passages (p) more temporally proximate to biopsy (p2 to p3) versus nuclear transfer (p7 to 8) were compared. Each ranking series is represented by a dendrogram.

The differential performance of the different cell lines with regards to both SCNT reprogramming and *in vivo* development up to implantation support a distinction in their reprogramming capabilities. Nevertheless, each somatic cell line gave rise to abnormal conceptuses at Day 18 that shared an increased expression of *KLF4* and *ACVR2A* that was independent of their expression in the fibroblasts (Fig. 8). Although *ACVR2A* plays a major role in human trophoblast differentiation and has been linked to preeclampsia susceptibility in humans [65], [66], [67], it is unclear how it could contribute to abnormal SCNT phenotypes. On the other hand, *KLF4* encodes a transcription factor that is essential for inducing pluripotency in stem cells (or iPS; when overexpressed with other factors [68], [69]) and maintaining cancer stem cells [70]. In cultured cells, its expression has also been temporally associated with conditions that promoted growth arrest, such as serum deprivation [71]. Consistent with this finding, the 5538 fibroblasts were those that responded well to serum deprivation (93% switching to G0/G1) and expressed greater amounts of *KLF4*. Alternatively, this pattern could relate to transcriptional regulation and/or epigenetic marks since *KLF4* is upregulated by HDAC inhibitors in cardiomyocytes [72] and in abnormal Day 18 SCNTs but downregulated in normal ones.

Deciphering the contribution of somatic origins versus reprogramming errors to the generation of defects is the next challenge. Although abnormal Day 18 phenotypes could be due to faulty reprogramming, the molecular analyses of SCNT High, Med and Low blastocysts revealed that proper somatic-to-embryonic reprogramming had occurred [32], [51]. At earlier developmental stages, however, abnormal molecular patterns were detected in morulae from abnormal SCNT Low conceptuses [73]. Abnormal Day 18 phenotypes may thus appear during post-blastocyst differentiation. E and EE functioning would thus be altered and/or uncoupled, compromising development to term. The contrasting phenotypes observed in the SCNT Low and High groups raise questions about the epigenetic status of E/EE tissues and bovine fibroblasts. Indeed, recent work in mice highlights the importance of early epigenetic marks linked to epiblast size, gastrulation features, and E/EE relationships. They also showed that modifying these factors could rescue compromised developments and increase reprogramming efficiency [74], [75], [76].

## Materials and Methods

### Sample Collection

Animal care and procedures were completed in accordance with EU directives and the authorization of the French Ministry of Agriculture (B91332). The protocol is registered as protocol 06-002 and was approved by the Regional Ethical Committee of Paris-Sud. The authorizations allowing *in vitro* embryo production and embryo transfer were delivered by French Veterinary Services (N°FRPB780 and FRTB910).

#### Animals

The cattle used in the present experiment were held at the experimental farm of INRA Bressonvilliers. The donors of the SCNT cell lines were 3 Holstein females. The recipients of SCNT (n = 70) or IVP embryos (n = 16) as well as the females bred by AI (n = 14) were dairy or crossbred cows proven to be fertile (at least one calving event prior to the experiment).

#### Somatic cell nuclear transfer and In vitro production

Primary cultures of adult bovine fibroblasts were established from ear skin biopsies of 3 Holstein heifers (0029, 7711 and 5538 [77]). The cell lines that were used for SCNT were derived from the primary cultures and came from passages 6 to 12. Donor fibroblasts were grown to confluence and synchronised to G0/G1 of the cell cycle before nuclear transfer. Recipient oocytes were matured *in vitro* and enucleated at 20–22 hrs post-maturation (hpm). Reconstructed embryos were fused by electrostimulation and activated in 10 µg/ml cycloheximide and 5 µg/ml cytochalasin B for 5 hrs after fusion, then co-cultured on Vero cells for 7 days at 39°C under 5% CO_2_ in micro-drops of B2 medium supplemented with 2.5% FCS.

Control IVP embryos were obtained from the same batches of *in vitro* matured oocytes. Twenty-four hours after the onset of maturation, metaphase II oocytes were incubated with heparin-capacitated, thawed spermatozoa in TALP medium for 18 hr according to the standard *in vitro* fertilization technique used in the laboratory. After IVP, the embryos were cultured until Day 7 under the same conditions as nuclear-transferred embryos.

#### Embryo transfer

All embryo transfers were performed in the same facility by the same specialists (CR and YH) into the uterine horn ipsi-lateral to the corpus luteum. Due to the low probability of successful implantation by SCNT Low conceptuses, 5 or 6 SCNT blastocysts were transferred per recipient in order to recover at least one conceptus by Day 18. Although the SCNT High and IVP groups performed better, we nonetheless used the same protocol for all groups: 5 or 6 IVP or SCNT Day 7 blastocysts (all of grade 1 or at least 4 grade 1+1 or 2 grade 2).

#### AI controls

In order to get *in vivo* control conceptuses, a group of 14 cows were bred by AI after induced oestrus. Synchronisation treatment included a mild superovulation treatment (600 UI PMSG) so that control females better corresponded to the recipient females that received 5 to 6 blastocysts. AI was performed using the same batch of frozen sperm from a single Holstein bull as for *in vitro* fertilization and IVP embryos.

#### Embryo collection

On Day 18 of gestation, AI, IVP, and SCNT conceptuses were non-surgically collected using a modified IMV catheter and by gently flushing the uterus with warm PBS. After flushing, each recovered conceptus was carefully rinsed in fresh PBS before treatment. For each conceptus (n = 50, 10 per group), the embryonic disc was dissected and fixed in 4% paraformaldehyde whereas the extra-embryonic tissues were either fixed or snap-frozen in liquid nitrogen before storage at -80°C until RNA extraction.

#### Additional samples

On Days 25, 36, and 63 of gestation, AI samples including the yolk sac, chorion and placenta were collected immediately after slaughter and fixed in 4% paraformaldehyde. *In situ* hybridisation was then performed on each of these tissues and samples obtained from at least two pregnancies.

### Embryo Sexing

Genomic DNA was obtained from each AI and IVP conceptus after total RNA extraction from extra-embryonic tissues using Trizol (as per the manufacturer’s instructions). The sex of the embryos was genetically determined by PCR using primers R-IV/U-IV and BTANRP1/2 as described in [78]: R-RIV 5′-GTT TTA TTA TCC CAG CAAG-3′, U-IV 5′-TAT TCC TTT GGG GAG CA-3′, BTANRP1 5′-CCA ACT TTC CCT TCT TTC CC-3′ and BTANRP2 5′-ATG GCC CAA AAG AAC ATT CA-3′. Briefly, primers R-RIV/U-IV amplified a 655bp Y-specific sequence present in male genomic DNA and primers BTANRP1/2 amplified a 370pb BTANRP sequence present in all tested samples, thus showing the effectiveness of the PCR reactions. DNA was amplified using an initial denaturising step at 94°C for 5 min, followed by 35 cycles of denaturation at 94°C for 45 s, annealing at 55°C for 45 s, and synthesis at 72°C for 45 s. An extension time of 5 min was added at the end of the final cycle.

### RNA Extraction and T7 Linear Amplification

Total RNA from AI, IVP, and SCNT EET (n = 50) was isolated using Trizol (Invitrogen). Linear amplification was performed using MessageAmp aRNA kit (Ambion, Courtaboeuf, France), starting from 1 µg total RNA as in [79]. Two passages of the 5538, 7711 and 0029 fibroblasts were similarly treated to extract and amplify RNA.

### Bovine 10 K Array

This array (GPL7417) was partly developed in the laboratory. It contains 7800 cDNA inserts from term placenta [80] and 2400 cDNA inserts from extra-embryonic tissues of bovine embryos (D14–D24) as well as young foetuses (D36 and D64). The corresponding libraries are indexed in Unigene as Lib. 3743, 17188, 15992. Internal controls (n = 30) were also included in the array. Finally, 10,214 unique cDNA were spotted onto Nylon NC membranes (AmershamBiosciences) with a 3×3 pattern (QBot; Proteigene, Saint Marcel, France) at the CRB GADIE (INRA, Jouy-en-Josas).

### Array Hybridisation, Image Acquisition, and Quantification

Array hybridisation was as described in [79]. Briefly, 500 ng of amplified RNA (aRNA) were labelled with [a33P]dATP by RT and hybridised to each membrane. Membranes were then exposed to phosphorscreens for 7 days. The hybridisation signals were quantified with the Imagene 5.5 software (BioDiscovery, Proteigene) on the ICE platform (INRA, Jouy-en-Josas). The hybridisation with the extra-embryonic tissues gave rise to the GSE34944 data set in the Gene Omnibus database (http://www.ncbi.nlm.nih.gov/geo/). The hybridisations with the 5538, 7711 and 0029 fibroblasts (two passages each, about a million cells) gave rise to a data set with only one biological replicate and thus were not deposited in the GEO database.

### Gene Expression Data Analysis

The GSE34944 including the raw data on Day 18 EET from the AI, IVP, and SCNT groups was mean-centred and log-transformed. The differential analyses performed on this data set were done using a structural mixed model for variances (SMVar [81]) with different False Discovery Rates (FDR), as indicated in Table S1. Differential expressions were then ranked according to their P-value corrected for multiple testing (due to the thousands of genes per array; Benjamini-Hochberg adjustment), or adjusted P-value. Other paired comparisons were performed as needed to assess intragroup variability, sex effects, recipient effects, or embryonic stage effects (Table S1). A discriminative analysis was also performed on normal and abnormal SCNTs using different classification methods (RF, CART and SVM as reported in [24]). Supervised hierarchical clustering was also used and employed Euclidean distance and complete linkage (TMev 4.7.3).

### Real Time PCR

Real-time PCR was carried out in a final volume of 15 µl with 1 µl of diluted reverse transcriptions in a 1x SYBR green Master Mix (Applied Biosystems) with 0.3 µM of gene-specific primers (Table S2). Reactions (n = 25, 5 per group) were run in duplicate using an ABI Prism 7000HT (Applied Biosystems). The presence of a specific and unique PCR product was checked with ABI Prism melting curves. For normalization, GAPDH, β-actin, RPL19, and RPS18 were used as endogenous controls [82]. Relative quantification was calculated using qBasePlus Software (Biogazelle).

### *In situ* Hybridization

#### Whole-mount *in situ* hybridization

The isolated embryonic discs that were dissected from AI (n = 10), IVP (n = 10), or SCNT (n = 3×10) conceptuses were fixed in 4% paraformaldehyde, stored, and hybridised with a Brachyury-DIG-labelled riboprobe as in [38]. The hybridized embryos were mounted in mowiol and photographed with a Coolsnap camera (Photometrics). The embryo staging was as in [24].

#### *In situ* hybridization on tissue sections

Extra-embryonic tissue sections (10 µm) from AI (n = 17), IVP (n = 4), and SCNT (n = 9) conceptuses at Day 18 were hybridized as described in [23], using DIG-labelled riboprobes (RNA DIG-labelling kit, Roche Diagnostic). Sense and antisense riboprobes were also prepared as in [24], using specific primers adapted to i) the plasmid of each cDNA library to generate a cDNA template prior to *in vitro* transcription and ii) the orientation of each cDNA to synthesise the proper sense and antisense probes (Table S3). Of the ESTs of interest that were initially annotated (n = 45), 4 gave either no DNA template or no riboprobe, 5 gave similar results with the sense and antisense probes, 2 gave distinct signals with the sense and anti-sense probes, 18 gave weak signals, 4 gave fuzzy signals and were thus left over. Finally, 22 cDNA fragments that were i) isolated from the 10 K cDNA libraries, ii) successfully transcribed *in vitro*, and iii) provided clear sense/antisense signals, were considered. Among them, 8 were ubiquitous whereas 14 displayed restricted cellular locations. Two controls were used: the *c93*/*SSLP1 or SOLD1* [23], [83], [84] and *Pou5f1/Oct-4* cDNA [23] (JF919673 and DQ126156 accession numbers, respectively). Slides were scanned with a Nanozoomer (Hamatsu, France) and exported as.tif images.

### Scanning Electron Microscopy

A piece of each EE tissue was rinsed with phosphate-buffered saline (PBS) and fixed in 2.5% glutaraldehyde (in 0.1 mol/l cacodylate buffer, pH 7.4) for 30 min at room temperature. After having been washed repeatedly with distilled water, samples were dehydrated in an ascending series of ethanol and dried at the critical point using carbon dioxide as the transitional fluid. Dried samples were then coated with a conductive layer of carbon. Observations and photographs were made using a Hitachi S4500 scanning electron microscope set at 8 or 10 kV.

## Supporting Information

Figure S1 **Additional ISH on AI samples from Days 25 to 63**. A) The yolk sac at D25 (a) or D36 (b, c) is composed of endoderm (e) and mesoderm (m). For example, *FN1, FGA, U2AF2, DUSP14, ANKRD33* were expressed in the endoderm at these stages. Here, only *FN*1 is illustrated (a, b). Other genes like *B4GALT1, PAG11 or TKDP3* were absent from the yolk sac (as in c). B) The chorion at D63 (a-c) is composed of trophoblast (t) and mesoderm (m). Most of the genes tested were expressed in the trophoblast as in (a), namely *B4GALT1, DFFA, PAG11, TADA3, TUB1A1.* Only a few showed a different pattern, as illustrated by *TKDP3* in the trophoblast (b) or *COL1A2* in the mesoderm (c). Another example is provided by *PLIN2* in Fig. 3.
(TIF) Click here for additional data file.

Table S1 **Statistical analyses.**
(DOC) Click here for additional data file.

Table S2 **Primers for QPCR.**
(DOC) Click here for additional data file.

Table S3 **Primers for DNA templates before** ***in vitro*** **transcription.**
(DOC) Click here for additional data file.

## References

[1] Jullien J, Pasque V, Halley-Stott RP, Miyamoto K, Gurdon JB (2011). Mechanisms of nuclear reprogramming by eggs and oocytes: a deterministic process?. Nat Rev Mol Cell Biol.

[2] Hanna JH, Saha K, Jaenisch R (2010). Pluripotency and cellular reprogramming: facts, hypotheses, unresolved issues.. Cell.

[3] Hochedlinger K, Plath K (2009). Epigenetic reprogramming and induced pluripotency.. Development.

[4] Maruotti J, Jouneau A, Renard JP (2010). Faithful reprogramming to pluripotency in mammals - what does nuclear transfer teach us?. Int J Dev Biol.

[5] Gaspar-Maia A, Alajem A, Meshorer E, Ramalho-Santos M (2011). Open chromatin in pluripotency and reprogramming.. Nat Rev Mol Cell Biol.

[6] Yang X, Smith SL, Tian XC, Lewin HA, Renard JP (2007). Nuclear reprogramming of cloned embryos and its implications for therapeutic cloning.. Nat Genet.

[7] Greenstein JS, Murray RW, Foley RC (1958). Observations on the morphogenesis and histochemistry of the bovine preattachment placenta between 16 and 33 days of gestation.. Anat Rec.

[8] Heyman Y (2005). Nuclear transfer: a new tool for reproductive biotechnology in cattle.. Reprod Nutr Dev.

[9] King WA, Coppola G, Alexander B, Mastromonaco G, Perrault S (2006). The impact of chromosomal alteration on embryo development.. Theriogenology.

[10] Loi P, Beaujean N, Khochbin S, Fulka J, Ptak G (2008). Asymmetric nuclear reprogramming in somatic cell nuclear transfer?. Bioessays.

[11] Niemann H, Tian XC, King WA, Lee RS (2008). Epigenetic reprogramming in embryonic and foetal development upon somatic cell nuclear transfer cloning.. Reproduction.

[12] Tian XC, Kubota C, Enright B, Yang X (2003). Cloning animals by somatic cell nuclear transfer–biological factors.. Reprod Biol Endocrinol.

[13] Whitworth KM, Prather RS (2010). Somatic cell nuclear transfer efficiency: how can it be improved through nuclear remodeling and reprogramming?. Mol Reprod Dev.

[14] Wilmut I (2006). Are there any normal clones?. Methods Mol Biol.

[15] Zhao J, Whyte J, Prather RS (2010). Effect of epigenetic regulation during swine embryogenesis and on cloning by nuclear transfer.. Cell Tissue Res.

[16] Berg DK, van Leeuwen J, Beaumont S, Berg M, Pfeffer PL (2010). Embryo loss in cattle between Days 7 and 16 of pregnancy.. Theriogenology.

[17] Kato Y, Li X, Amarnath D, Ushizawa K, Hashizume K (2007). Comparative gene expression analysis of bovine nuclear-transferred embryos with different developmental potential by cDNA microarray and real-time PCR to determine genes that might reflect calf normality.. Cloning Stem Cells.

[18] Lucifero D, Suzuki J, Bordignon V, Martel J, Vigneault C (2006). Bovine SNRPN methylation imprint in oocytes and day 17 in vitro-produced and somatic cell nuclear transfer embryos.. Biol Reprod.

[19] Rodriguez-Alvarez L, Sharbati J, Sharbati S, Cox JF, Einspanier R (2010). Differential gene expression in bovine elongated (Day 17) embryos produced by somatic cell nucleus transfer and in vitro fertilization.. Theriogenology.

[20] Suzuki J, Therrien J, Filion F, Lefebvre R, Goff AK (2011). Loss of methylation at H19 DMD is associated with biallelic expression and reduced development in cattle derived by somatic cell nuclear transfer.. Biol Reprod.

[21] Heyman Y, Camous S, Fevre J, Meziou W, Martal J (1984). Maintenance of the corpus luteum after uterine transfer of trophoblastic vesicles to cyclic cows and ewes.. J Reprod Fertil.

[22] Alexopoulos NI, Maddox-Hyttel P, Tveden-Nyborg P, D’Cruz NT, Tecirlioglu TR (2008). Developmental disparity between in vitro-produced and somatic cell nuclear transfer bovine days 14 and 21 embryos: implications for embryonic loss.. Reproduction.

[23] Degrelle SA, Campion E, Cabau C, Piumi F, Reinaud P (2005). Molecular evidence for a critical period in mural trophoblast development in bovine blastocysts.. Dev Biol.

[24] Degrelle SA, Le Cao KA, Heyman Y, Everts RE, Campion E (2011). A small set of extra-embryonic genes defines a new landmark for bovine embryo staging.. Reproduction.

[25] Betteridge K, Flechon J (1988). The anatomy and physiology of pre-attachment bovine embryos.. Theriogenology.

[26] Hue I, Degrelle SA, Campion E, Renard JP (2007). Gene expression in elongating and gastrulating embryos from ruminants.. Soc Reprod.

[27] Maddox-Hyttel P, Alexopoulos NI, Vajta G, Lewis I, Rogers P (2003). Immunohistochemical and ultrastructural characterization of the initial post-hatching development of bovine embryos.. Reproduction.

[28] Flechon JE, Degrouard J, Flechon B (2004). Gastrulation events in the prestreak pig embryo: ultrastructure and cell markers.. Genesis.

[29] Guillomot M (1995). Cellular interactions during implantation in domestic ruminants.. J Reprod.

[30] Flechon JE, Flechon B, Degrouard J, Guillomot M (2007). Cellular features of the extra-embryonic endoderm during elongation in the ovine conceptus.. Genesis.

[31] Guillomot M, Turbe A, Hue I, Renard JP (2004). Staging of ovine embryos and expression of the T-box genes Brachyury and Eomesodermin around gastrulation.. Reproduction.

[32] Bui LC, Evsikov AV, Khan DR, Archilla C, Peynot N (2009). Retrotransposon expression as a defining event of genome reprogramming in fertilized and cloned bovine embryos.. Reproduction.

[33] Renard JP, Maruotti J, Jouneau A, Vignon X (2007). Nuclear reprogramming and pluripotency of embryonic cells: Application to the isolation of embryonic stem cells in farm animals.. Theriogenology.

[34] Ameen N, Apodaca G (2007). Defective CFTR apical endocytosis and enterocyte brush border in myosin VI-deficient mice.. Traffic.

[35] Longo-Guess CM, Gagnon LH, Cook SA, Wu J, Zheng QY (2005). A missense mutation in the previously undescribed gene Tmhs underlies deafness in hurry-scurry (hscy) mice.. Proc Natl Acad Sci U S A.

[36] Self T, Sobe T, Copeland NG, Jenkins NA, Avraham KB (1999). Role of myosin VI in the differentiation of cochlear hair cells.. Dev Biol.

[37] Nadra K, Anghel SI, Joye E, Tan NS, Basu-Modak S (2006). Differentiation of trophoblast giant cells and their metabolic functions are dependent on peroxisome proliferator-activated receptor beta/delta.. Mol Cell Biol.

[38] Hue I, Renard JP, Viebahn C (2001). Brachyury is expressed in gastrulating bovine embryos well ahead of implantation.. Dev Genes Evol.

[39] Martin L, Besch-Williford C, Lai L, Cheong HT, Im GS (2007). Morphologic and histologic comparisons between in vivo and nuclear transfer derived porcine embryos.. Mol Reprod Dev.

[40] Rodriguez-Alvarez L, Cox J, Tovar H, Einspanier R, Castro FO (2010). Changes in the expression of pluripotency-associated genes during preimplantation and peri-implantation stages in bovine cloned and in vitro produced embryos.. Zygote.

[41] Tveden-Nyborg P, Peura TT, Hartwich KM, Walker SK, Maddox-Hyttel P (2005). Morphological characterization of pre- and peri-implantation in vitro cultured, somatic cell nuclear transfer and in vivo derived ovine embryos.. Reproduction.

[42] Hasler JF, Henderson WB, Hurtgen PJ, Jin ZQ, McCauley AD (1995). Production, freezing and transfer of bovine IVF embryos and subsequent calving results.. Theriogenology.

[43] Reichenbach HD, Liebrich J, Berg U, Brem G (1992). Pregnancy rates and births after unilateral or bilateral transfer of bovine embryos produced in vitro.. J Reprod Fertil.

[44] Chesne P, Adenot PG, Viglietta C, Baratte M, Boulanger L (2002). Cloned rabbits produced by nuclear transfer from adult somatic cells.. Nat Biotechnol.

[45] Bauersachs S, Ulbrich SE, Zakhartchenko V, Minten M, Reichenbach M (2009). The endometrium responds differently to cloned versus fertilized embryos.. Proc Natl Acad Sci U S A.

[46] Mansouri-Attia N, Sandra O, Aubert J, Degrelle S, Everts RE (2009). Endometrium as an early sensor of in vitro embryo manipulation technologies.. Proc Natl Acad Sci U S A.

[47] Bertocchini F, Stern CD (2002). The hypoblast of the chick embryo positions the primitive streak by antagonizing nodal signaling.. Dev Cell.

[48] Idkowiak J, Weisheit G, Plitzner J, Viebahn C (2004). Hypoblast controls mesoderm generation and axial patterning in the gastrulating rabbit embryo.. Dev Genes Evol.

[49] Perea-Gomez A, Vella FD, Shawlot W, Oulad-Abdelghani M, Chazaud C (2002). Nodal antagonists in the anterior visceral endoderm prevent the formation of multiple primitive streaks.. Dev Cell.

[50] Jouneau A, Zhou Q, Camus A, Brochard V, Maulny L (2006). Developmental abnormalities of NT mouse embryos appear early after implantation.. Development.

[51] Adams HA, Southey BR, Everts RE, Marjani SL, Tian CX (2011). Transferase activity function and system development process are critical in cattle embryo development.. Funct Integr Genomics.

[52] Maruotti J, Muñoz M, Degrelle SA, Gómez E, Louet C (2012). Efficient derivation of bovine embryonic stem cells needs more than active core pluripotency factors..

[53] Alberio R, Croxall N, Allegrucci C (2010). Pig epiblast stem cells depend on activin/nodal signaling for pluripotency and self-renewal.. Stem Cells Dev.

[54] Maruotti J, Dai XP, Brochard V, Jouneau L, Liu J (2010). Nuclear transfer-derived epiblast stem cells are transcriptionally and epigenetically distinguishable from their fertilized-derived counterparts.. Stem Cells.

[55] Sawai K (2009). Studies on gene expression in bovine embryos derived from somatic cell nuclear transfer.. J Reprod Dev.

[56] Sawai K, Kageyama S, Moriyasu S, Hirayama H, Minamihashi A (2007). Changes in the mRNA transcripts of insulin-like growth factor ligand, receptors and binding proteins in bovine blastocysts and elongated embryos derived from somatic cell nuclear transfer.. J Reprod Dev.

[57] Fujii T, Moriyasu S, Hirayama H, Hashizume T, Sawai K (2010). Aberrant expression patterns of genes involved in segregation of inner cell mass and trophectoderm lineages in bovine embryos derived from somatic cell nuclear transfer.. Cell Reprogram.

[58] Smith CS, Berg DK, Berg M, Pfeffer PL (2010). Nuclear transfer-specific defects are not apparent during the second week of embryogenesis in cattle.. Cell Reprogram.

[59] Kim JY, Burghardt RC, Wu G, Johnson GA, Spencer TE (2011). Select nutrients in the ovine uterine lumen. VII. Effects of arginine, leucine, glutamine, and glucose on trophectoderm cell signaling, proliferation, and migration.. Biol Reprod.

[60] Rozario T, Dzamba B, Weber GF, Davidson LA, DeSimone DW (2009). The physical state of fibronectin matrix differentially regulates morphogenetic movements in vivo.. Dev Biol.

[61] Miki H, Wakisaka N, Inoue K, Ogonuki N, Mori M (2009). Embryonic rather than extraembryonic tissues have more impact on the development of placental hyperplasia in cloned mice.. Placenta.

[62] Soares MJ, Asanoma K (2009). Trophoblast stem cells derived from nuclear transfer embryos: phenotypically unique, bad neighbors, or poor communicators?. Proc Natl Acad Sci U S A.

[63] Chavatte-Palmer P, Camous S, Jammes H, Le Cleac’h N, Guillomot M (2011). Review: Placental perturbations induce the developmental abnormalities often observed in bovine somatic cell nuclear transfer..

[64] Schuettengruber B, Cavalli G (2009). Recruitment of polycomb group complexes and their role in the dynamic regulation of cell fate choice.. Development.

[65] Fitzpatrick E, Johnson MP, Dyer TD, Forrest S, Elliott K (2009). Genetic association of the activin A receptor gene (ACVR2A) and pre-eclampsia.. Mol Hum Reprod.

[66] Roten LT, Johnson MP, Forsmo S, Fitzpatrick E, Dyer TD (2009). Association between the candidate susceptibility gene ACVR2A on chromosome 2q22 and pre-eclampsia in a large Norwegian population-based study (the HUNT study).. Eur J Hum Genet.

[67] van Dijk M, Oudejans CB (2011). STOX1: Key Player in Trophoblast Dysfunction Underlying Early Onset Preeclampsia with Growth Retardation..

[68] Takahashi K, Yamanaka S (2006). Induction of pluripotent stem cells from mouse embryonic and adult fibroblast cultures by defined factors.. Cell.

[69] Wernig M, Meissner A, Foreman R, Brambrink T, Ku M (2007). In vitro reprogramming of fibroblasts into a pluripotent ES-cell-like state.. Nature.

[70] Yu F, Li J, Chen H, Fu J, Ray S (2011). Kruppel-like factor 4 (KLF4) is required for maintenance of breast cancer stem cells and for cell migration and invasion.. Oncogene.

[71] Akaogi K, Nakajima Y, Ito I, Kawasaki S, Oie SH (2009). KLF4 suppresses estrogen-dependent breast cancer growth by inhibiting the transcriptional activity of ERalpha.. Oncogene.

[72] Kee HJ, Kook H (2009). Kruppel-like factor 4 mediates histone deacetylase inhibitor-induced prevention of cardiac hypertrophy.. J Mol Cell Cardiol.

[73] Khan DR, Dube D, Gall L, Peynot N, Ruffini S (2012). Expression of Pluripotency Master Regulators during Two Key Developmental Transitions: EGA and Early Lineage Specification in the Bovine Embryo.. PLoS One.

[74] Dai X, Hao J, Hou XJ, Hai T, Fan Y (2010). Somatic nucleus reprogramming is significantly improved by m-carboxycinnamic acid bishydroxamide, a histone deacetylase inhibitor.. J Biol Chem.

[75] Hai T, Hao J, Wang L, Jouneau A, Zhou Q (2011). Pluripotency maintenance in mouse somatic cell nuclear transfer embryos and its improvement by treatment with the histone deacetylase inhibitor TSA.. Cell Reprogram.

[76] Matoba S, Inoue K, Kohda T, Sugimoto M, Mizutani E (2011). RNAi-mediated knockdown of Xist can rescue the impaired postimplantation development of cloned mouse embryos.. Proc Natl Acad Sci U S A.

[77] Vignon X, Le Bourhis D, Adenot P, Marchal J, Lavergne Y (2000). Production of bovine embryos by nuclear transfer of adult skin fibroblasts: the effect of serum starvation.. Theriogenology.

[78] Alves BC, Hossepian de Lima VF, Teixeira CM, Moreira-Filho CA (2003). Use of primers derived from a new sequence of the bovine Y chromosome for sexing Bos taurus and Bos indicus embryos.. Theriogenology.

[79] Degrelle SA, Hennequet-Antier C, Chiapello H, Piot-Kaminski K, Piumi F (2008). Amplification biases: possible differences among deviating gene expressions.. BMC Genomics.

[80] Everts RE, Band MR, Liu ZL, Kumar CG, Liu L (2005). A 7872 cDNA microarray and its use in bovine functional genomics.. Vet Immunol Immunopathol.

[81] Jaffrezic F, Marot G, Degrelle S, Hue I, Foulley JL (2007). A structural mixed model for variances in differential gene expression studies.. Genet Res.

[82] Degrelle SA, Murthi P, Evain-Brion D, Fournier T, Hue I (2011). Expression and localization of DLX3, PPARG and SP1 in bovine trophoblast during binucleated cell differentiation.. Placenta.

[83] Ushizawa K, Takahashi T, Hosoe M, Kizaki K, Hashizume K (2009). Characterization and expression analysis of SOLD1, a novel member of the retrotransposon-derived Ly-6 superfamily, in bovine placental villi.. PLoS One.

[84] Ushizawa K, Takahashi T, Hosoe M, Kizaki K, Hashizume K (2010). Cloning and expression of SOLD1 in ovine and caprine placenta, and their expected roles during the development of placentomes.. BMC Dev Biol.

# Supplementary material for: Uncoupled Embryonic and Extra-Embryonic Tissues Compromise Blastocyst Development after Somatic Cell Nuclear Transfer
**Source:** PLoS One. 2012 Jun 6;7(6):e38309. doi: 10.1371/journal.pone.0038309
**Supplement:** Table S1 — Statistical analyses.

| **Analyses** | **Tissue**  (EET) | **Conditions** | **Test**  **(FDR)** | **Differential**  **EST** | **Discriminative**  **EST** |
| --- | --- | --- | --- | --- | --- |
| Differential  Analyses  Pairwise  Comparisons  Using  SMVar | n=10 | Intra AI | 10% | 0 | - |
| Intra IVP | 0 | - |
| Intra SCNT High | 0 | - |
| Intra SCNT Med | 0 | - |
| Intra SCNT Low | 0 | - |
| n=20 | Male-Female among controls (AI+IVP) | 20% | 0 | - |
| n=40 | Female : SCNT-AI-IVP (n=30/6/4) | 0 | - |
| n=50 | Pregnant recipients (100 cows used for transfers or AI ;  38 pregnant cows) | 2*  *not included in the above DEG lists | - |
| n=60 | Pregnant Breeds (9) | 0 | - |
| n=18 | Normal SCNT (embryonic stages:  N1-N2-D) | 0 | - |
| n=28 | Normal-Abnormal SCNT (embryonic stages :  Ab1+Ab2 versus  N1-N2-D) | 0 | - |
| Classifying  Methods :  CART, SVM,  RF | n=21 | Normal-Abnormal SCNT (embryonic stages  (Ab1+Ab2 versus N2-D) | - | - | 2*  *common to the 3 classification methods |

Table S1: statistical analyses

# Supplementary material for: Uncoupled Embryonic and Extra-Embryonic Tissues Compromise Blastocyst Development after Somatic Cell Nuclear Transfer
**Source:** PLoS One. 2012 Jun 6;7(6):e38309. doi: 10.1371/journal.pone.0038309
**Supplement:** Table S2 — Primers for QPCR.

Table S1: primers for QPCR

| **EST Acc Numb** | **Gene ID** | **primer forward** | **primer reverse** | **Amplicon size in bp** |
| --- | --- | --- | --- | --- |
| AW463989 | *MYO6* | CTCGCTGTCCGTCATCAAATT | TTTTCAGTGTGCCCACCTTG | 146 |
| AW465534 | *FN1* | GCGATTGTCTGATTCTGGCTT | TCTCCCTGACGATCCCACTT | 141 |
| BF040851 | *ALG5* | TGCCACAGCTTCATCGACAT | GGCAACCGTTTTTCTTCATTG | 142 |
| BF041292 | *LHFPL2* | TTACTGGCGTTGGTCCTGGAT | TGCTAGGAGCTTGGTTGAGCA | 140 |
| BF043574 | *EIF2S3* | TGGAACAAAAATTGACCCCAC | TGTGCGTACACCAAGAAGTCG | 142 |
| BF043749 | *PLIN2* | GGTGACCGAGTCTGAGAGTGC | GCAGGTGTCAGCTCAAGAGGA | 142 |
| BF045264 | *DFFA* | GGAAACCTGGCATCTCAGCA | TAGGGTCCTCCTTGGCAACC | 141 |
| BF045665 | *CCNE1* | AGAATGAGGCTCTGATTGGCA | GTGCTCGGGAAGAAATCACAC | 142 |
| BF046406 | *APLP2* | AGCTTTTGCGCTTCAGCATC | AGCTACGGTGAGTCAATGGCA | 149 |
| CN432421 | *C5orf13* | TCAGCATTGTAGGTTGAGCGA | GGCGAGGCTACTGAAAGGAAG | 147 |
| CN433942 | *PGAM5* | TCTCCCCTACCCCTTGTTGG | AAGCCCCTGGTCAGACTTCC | 131 |
| CN434085 | *BIN3* | CAGAAACCCGCAGACAGGTAA | ATGTGGTCCCAACTGTGCAG | 138 |
| CN435723 | *WNT5B* | TGGACTACGGCTACCGCTTC | TTTGCAGGTTCATGAGCACG | 108 |
| CR552847 | *MSH3* | ATGATGGAATCGCCATTGCT | ATTCCCCACCTGCTGTGAGTA | 131 |
| CR552898 | *ASF1A* | GAGCTCGGGTACAGCCAATC | GCGGCGACTTGAGAAACTTTT | 146 |
| CR552963 | *EED* | CAAATGCACAACGCTGACTCA | TTTATCGCAGTCGGTCCCAG | 131 |
|  |  |  |  |  |
|  | *GAPDH* | CACTACCATGGAGAAGGCTGG | GTGGTTCACGCCCATCACA | 106 |
|  | *ACTIN* | GCTTTACCACCACAGCCGAG | CGACGCAGCAGTAGCCATCT | 100 |
|  | *RPL19* | GAAAGTCTGGTTGGACCCCA | CCGGGAATGGACAGTCACAG | 121 |
|  | *RPS18* | CACGCCAATACAAGATCCCA | AGGCGCTCCAGGTCTTCAC | 121 |

# Supplementary material for: Uncoupled Embryonic and Extra-Embryonic Tissues Compromise Blastocyst Development after Somatic Cell Nuclear Transfer
**Source:** PLoS One. 2012 Jun 6;7(6):e38309. doi: 10.1371/journal.pone.0038309
**Supplement:** Table S3 — Primers for DNA templates before in vitro transcription.

Table S3: Primers for DNA templates before in vitro transcription

| **Genbank Acc Nb** | **PLASMID** | **RIBOPROBE** | | **PRIMERS for DNA template** |
| --- | --- | --- | --- | --- |
| AW…, BF… | pT3T7Pac | SENSE | T7  RNA pol | M13R :  5’-CACAGGAAACAGCTATGACC-3’ |
|  |  |  |  | Bq7KF :  5’-TGCTTGCGGCCGCATTTGTTT-3’ |
|  |  | ANTI- SENSE | T3  RNA pol | M13F :  5’-GTAAAACGACGGCCAGTGA-3’ |
|  |  |  |  | Bq7KR :  5’-GCCCTCGAGGCCAAGAAT-3’ |
| CR…, CN…, CV… | pGEMZf11(+) | SENSE | T7  RNA pol | M13F :  5’-GTAAAACGACGGCCAGTGA-3’ |
|  |  |  |  | BqUSR :  5’-CTCAAGCTTATGCATGCGG-3’ |
|  |  | ANTI- SENSE | Sp6  RNA pol | M13R :  5’-CACAGGAAACAGCTATGACC-3’ |
|  |  |  |  | BqUSF :  5’-ATTGGCCAAGTCGGCCGA-3’ |

How the deposited data were processed for this re-analysis (not part of the article)

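Extra-embryonic tissue of Day 18 bovine conceptuses was measured on nylon cDNA arrays, 1 conceptus per array. The 40 arrays used here are those of 10 IVP conceptuses and of 10 conceptuses each from the SCNT High, SCNT Med and SCNT Low groups, as the sample labels give the donor line. The AI arrays and the fibroblast arrays were not used here.

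The authors deposited, for each spot of an array, the intensity of the spot and of its local background as mean pixel brightness from the quantification software, with no background subtraction or normalization. The deposited files also hold a score of the shape regularity of each spot from the same software, used here only to check single spots, and marks for spots found poor or empty. The authors also deposited a table of processed log2 values for the same arrays. Differences between arrays in that table equal those of the log2 of the spot intensity (slope 1.00, Pearson r 1.00 across 10184 cDNA probes), so its scale is log2 and its direction is that of the signal. Its columns have medians between -0.157 and 0.0598, and each probe was also centred on a value of its own. The mean of a probe over the 40 columns is up to 0.248 from 0, so the set of arrays on which the probes were centred stays unknown. The paper's methods name mean-centring and log transformation.

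From the spot intensities, the log2 signal was computed here without background subtraction and centred on each array's mean over the 10184 cDNA probes. The 30 internal controls and 154 spots without a name were left out of the tests. Probes are named by the accession in the files. A gene name is given only where Table S2 pairs an accession with a gene, which it does for 16 probes of the array. No probe could be tied to KLF4 or ACVR2A, so the tests planned for them could not be made.

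The 6 pairs of groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes on the 20 arrays of the pair), and probes with a Benjamini-Hochberg adjusted p under 0.10 were counted. The methods name SMVar, which was not available, and Table S1 lists false discovery rates only for other comparisons. A structural variance model, with a variance per group whose logarithm has a group mean and a random gene effect, was therefore written after the paper's description and used as an alternative. It is not the SMVar program. Spread within groups, the role of the donor line, correlations between group profiles and distances between group means were tested by permutation of the arrays, with 100000 resamples, in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Figures were drawn with matplotlib 3.10.9.

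The genes named in the text were fixed by a rule set before the data were examined: each gene that the text, the legends or Table S2 name for a comparison among the 4 groups and that a probe can be tied to, the reference genes of the QPCR, and for each comparison the probes with the smallest adjusted p under 0.10, at most 2 higher and 2 lower. AW462653 falls outside this rule and was named after its value was seen.

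The fits were tested on simulated data, drawn from a normal distribution with the mean and the SDs of each real probe, without the correlation between probes, and with known differences added. With 200 of 10184 probes changed between SCNT High and SCNT Low, limma recovered 67% of the differences of 1 and 93% of those of 1.5 on the log2 scale, with 15 false calls among 175. With 20 probes changed, it made 2 false calls among 19 for SCNT High and SCNT Low, and 5 among 20 for SCNT High and IVP. The structural variance model made 17 false calls among 178 for SCNT High and SCNT Low with 200 probes changed.

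Alternatives set before the data were examined were normexp background correction with an offset of 50, quantile normalization, centring on the array median, the authors' table of processed log2 values, leaving out the 25% of the probes with the lowest signal, all 4 groups in one model, the structural variance model, limma's array weights, the quantification session as a block, and thresholds of 0.05 and 0.20. The spread was also measured with the median absolute deviation, and the donor line was also tested on the 100 most variant probes, on all probes and with 1 minus Pearson r as the distance. After the data were examined, the fits were repeated without the 6 arrays of the third session, without the spots that the quantification software marked as poor, and with the session block in the structural variance model, and the spread within groups was also compared within sessions. The marks for poor spots occur only on the arrays of the third session, with 2067 to 2847 spots per array. The distances between group means were also chosen after the data were examined.

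The median signal over local background of an array was between 4.85 and 8.99, and the number of arrays per group limits the precision. The label of the quantification session was taken from the files. As session 3 holds no IVP or SCNT Med array, its effect on comparisons with these groups rests on the few arrays of SCNT High and SCNT Low in the other sessions.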

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

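The check of array brightness against the first principal component, the check of neighbouring spots for FN1, MSH3 and PLIN2 alone and the check of the shape of the MSH3 spot alone were chosen only after the result was seen, unlike the other tests in this part.

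The highest and the lowest array of each group of 10 were compared with the others at the 18 named probes and in 3 measures per array, in 84 groups in all. In 13 of them the gap to the nearest other array, divided by the range, exceeded the critical value of Dixon's test, where chance gives about 1 in 20 groups, or 4.2. At single probes there were 7 such arrays. The level of DFFA was 0.47 on IVP array BF153, and 0.73 on SCNT Med array BC122, each the highest of its group. EED was lowest at -0.41 on IVP array BF190 and at -0.19 on SCNT Med array BC192. FN1 was lowest at -1.29 on SCNT High array BC245 and MSH3 at -0.96 on SCNT Low array BC256, and PLIN2 was highest at 1.43 on SCNT Med array BC192. None of these 7 spots carried a mark of the quantification software (0 of 7), but marks for poor spots were made only in session 3, which holds none of these arrays, so spots of poor quality cannot be told apart by them. An irregular shape of the spot is argued against for the set, since 1 of the 7 had a shape regularity score among the lowest 5% of its array. For that one, MSH3 on BC256, it remains a candidate explanation, as 0.717% of the cDNA spots of the array had a score as low. A local defect of the membrane remains a candidate explanation for 4 of the 7, where the spots around the probe deviated in the same direction by more than 1 SD on average. These are both DFFA arrays and both EED arrays, with mean deviations of the neighbours of 2.15, 2.59, -2.41 and -3.06 SD. On the same arrays, between 6.06% and 10.8% of all probes had such neighbours. The spots around FN1, MSH3 and PLIN2 did not deviate in this way (0 of 3), which argues against a local defect there. Without BF190, the difference of EED between SCNT High and IVP was -1.25 in place of -0.94, and without BC192 the difference between SCNT High and SCNT Med was -1.14 in place of -0.87. EED was also low on SCNT High array BC245, at -0.58, which did not exceed the critical value. Without BC245, these differences were -0.72 and -0.65, and without the low array of both groups they were -1.03 and -0.92. Without BC256, the difference of MSH3 between SCNT High and SCNT Low was 1.4 in place of 1.62. No biological explanation was tested for these arrays.

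Of the measures per array, the deviation from the other arrays of the group was highest on IVP array BF188 (0.904), SCNT Low array BC250 (1.13) and SCNT Med array BC30 (1.06). The median signal was highest on BF188 (135) and BC30 (162), and the median signal over background on BC30 (8.99). With SCNT High array BC244, these are the 4 brightest arrays, and they are also the 4 arrays highest on the first principal component of all 40 arrays, which holds 23.8% of the variance. All 4 were quantified in session 2 and each belongs to another group, so the design gives no biological explanation and none was tested. A difference in the shape of the signal distribution is argued against, since after quantile normalization 4 of the 4 arrays were still the highest on the first component, at 33.4 or more against 21.1 for the fifth. Array brightness as the source cannot be told apart from other properties of these arrays. Over the other 36 arrays, Pearson r of the median signal and the first component was 0.214 (permutation p = 0.210), Spearman rho was 0.286 (permutation p = 0.0909), r without the 2 arrays farthest from the median was 0.414, and r within sessions was 0.0276.

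The difference from IVP itself differed between SCNT High and SCNT Low at 10 probes and between SCNT High and SCNT Med at 1 probe, BF041564, since a comparison of the SCNT groups with limma tests exactly this. Over all sessions, the 9 probes higher in SCNT High than in SCNT Low lay above IVP in SCNT High, by 0.39 to 0.87, and below IVP in SCNT Low, by -0.13 to -1.01. None of these differences from IVP passed the threshold, and as the 9 probes vary together and were chosen for the difference between SCNT High and SCNT Low, they are not 9 separate observations. The position of IVP between both groups was not seen within sessions. In session 1, the mean of the 9 probes was 2.74 in IVP, 2.70 in SCNT High and 1.68 in SCNT Low, and in session 2 it was 1.29 in IVP, 3.25 in SCNT High and 1.74 in SCNT Low. Among 100 splits of the 20 arrays into 10 and 10, the real one included, 2 gave as many DEGs as SCNT High against SCNT Low. Taken alone, this argues against chance for the number of DEGs, but it is not adjusted over the 6 comparisons, and 53 of 100 splits gave as many probes at an unadjusted p under 0.05 as the 408 found. For SCNT High against SCNT Med, 6 of 100 gave as many, so chance cannot be excluded for BF041564. With the session as a block, 13 probes passed between SCNT High and SCNT Low, 9 of them among the 10, and 0 between SCNT High and SCNT Med. A difference between donor lines stays open, as each SCNT group comes from 1 line and the line cannot be separated from whatever else differed between the groups.

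A signal was present on spots without a name. Of the 154 such spots, 32 were brighter than each of the 6 water, plant and blocking control spots of the same array on all 40 arrays, which is 20.8% of them, against 19.4% of the cDNA probes. The brightest had a level of 7.08, above 99.97% of the cDNA probes. Signal spreading from neighbouring spots is argued against as the source of the whole pattern. Across these spots, Spearman rho of their level and the mean level of the spots around them was 0.133, against 0.530 across cDNA probes, and 10000 of 10000 random sets of as many cDNA probes had a rho as high. The files give no content for these spots, so what they measure stays open and no biological explanation was tested.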

How the results depend on the processing

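The settings without the third session, without poor spots and with the session block in the structural variance model, the session block for the spread within groups, the distances between group means, and the settings of the share of DEGs beyond normexp, quantile normalization, median centring, the authors' table and the filter on dim probes were chosen after the data were examined.

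Of 82 alternative DEG numbers, 67 stayed at 0 where the number was 0, or within 1.5 times the number reported. For SCNT Med and SCNT Low against IVP, each alternative gave 0 DEGs, with limma and with the structural variance model, beside 335 and 344 probes at an unadjusted p under 0.05. Array weights gave 180 DEGs for SCNT High against IVP, 12 for SCNT High against SCNT Med (6 higher and 6 lower), 43 for SCNT High against SCNT Low (27 higher and 16 lower) and 1 for SCNT Med against SCNT Low; the cause was not tested. The structural variance model gave 1 DEG for SCNT High against IVP, and 0 with the session as a block. All 4 groups in one model gave 0 DEGs for SCNT High against SCNT Low, with 386 probes at an unadjusted p under 0.05, and 1 for SCNT Med against SCNT Low. That model shares one spread among the groups, and the mean of the 9 probes higher in SCNT High had an SD of 1.4 in SCNT Med and 0.86 in IVP against 0.35 in SCNT High and 0.35 in SCNT Low. Normexp background correction gave 6 DEGs for SCNT High against SCNT Low, 5 of them among the 10; the cause was not tested. A threshold of 0.20 gave 17 there, and 2 for SCNT High against SCNT Med.

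For SCNT High against SCNT Med, the session block gave 0 DEGs, and 461 probes had an unadjusted p under 0.05. The session block in the structural variance model also gave 0. Without the third session, limma gave 0 DEGs for SCNT High against SCNT Med (401 probes at an unadjusted p under 0.05) and 0 for SCNT High against SCNT Low (196 probes, smallest adjusted p 0.105). When as many SCNT High and SCNT Low arrays were left out at random, 35 of 100 draws for SCNT High against SCNT Med and 22 of 100 for SCNT High against SCNT Low had any DEG, so a smaller number of arrays gave 0 in most draws. The number of probes at an unadjusted p under 0.05 was as low as without the third session in 19 of 100 draws for SCNT High against SCNT Med (median 546) but in 2 of 100 for SCNT High against SCNT Low (median 329), so an effect of the third session on that comparison is not excluded. With poor spots left out, 5 DEGs were found between SCNT High and SCNT Low, all among the 10; the cause was not tested.

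The share of DEGs higher in SCNT High was 81.8%, and 71.4% of the calls with normexp (5 higher and 2 lower). It was 51.1% of the calls with array weights, 0% with all 4 groups in one model (0 of 1) and 100% with the session block in the structural variance model (8 of 8). The causes were not tested.

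Of 42 alternative differences in the spread within groups, 38 kept their sign, and none passed its threshold (adjusted p from 0.482 to 0.978). The difference between SCNT High and IVP reversed from -0.00295 to 0.00254 with quantile normalization, to 0.0118 with the median absolute deviation and to 0.0203 with the session block, and that between SCNT Med and SCNT Low from 0.0224 to -0.00118 with the median absolute deviation. These differences are small against the spread between arrays; the cause was not tested. The ratio of distances within and between donor lines reversed from 0.990 to 1.03 without the third session; the cause was not tested. Its p was above 0.05 with each alternative (0.0951 to 0.919). The correlation of the SCNT High and SCNT Low profiles stayed between -0.186 and -0.0947, with p from 0.195 to 0.555, and the 35 alternative distances between group means stayed above an adjusted p of 0.05 (0.167 to 0.927).

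For the genes and probes named in the text, 20 differences were recomputed in 271 alternatives. None changed direction, 25 lost the threshold and 2 gained it, which were WNT5B and ALG5 with array weights (adjusted p = 0.0567 each). No result was obtained for KLF4 and ACVR2A under any setting. The median signal over local background, 4.85 to 8.99, limits what the dim probes can show, but leaving out the 25% of the probes with the lowest signal changed no DEG number. No paired analysis was possible because each array holds a different conceptus and the labels give the groups no shared replicate numbers.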

Differences from the paper's values

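No test in this part was chosen only after the result was seen, apart from the comparison with the bars of Fig. 2. The paper counts genes and the numbers below count probes.

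For SCNT High against IVP, the paper's number of DEGs is 16 and the number here is 0 with limma, with 1119 probes at an unadjusted p under 0.05. All alternatives set before the data were examined also differ from it, including the structural variance model with 1 and array weights with 180. Between SCNT Med and IVP, the paper's number is 4 and the number here 0, with 335 probes at an unadjusted p under 0.05. Between SCNT Low and IVP, the paper's number is 3 and the number here 0, with 344 such probes. All alternatives set before the data were examined gave 0 for both, the structural variance model included.

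For SCNT High against SCNT Low, the paper's number is 19 and the number here 10. Quantile normalization with 14, the session block with 13 and a threshold of 0.20 with 17 are within 1.5 times the paper's number. The other alternatives set before the data were examined are not: normexp gave 6, all 4 groups in one model 0, the structural variance model 8, array weights 43 and a threshold of 0.05 gave 7, while median centring, the authors' table and the filter on dim probes gave 10 each. Between SCNT High and SCNT Med, the number is about 13 in Fig. 1A, read by eye, and 1 here. Array weights, with 12, is the only alternative set before the data were examined that is within 1.5 times of it. Between SCNT Med and SCNT Low, the number is about 6 in Fig. 1A, read by eye, and 0 here, with 436 probes at an unadjusted p under 0.05. All alternatives set before the data were examined differ, with 0 or, for array weights and for all 4 groups in one model, 1.

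The paper presents WNT5B and ALG5 as DEGs between SCNT High and IVP, EIF2S3 between SCNT Med and IVP, LHFPL2 between SCNT Low and IVP, and FN1 between SCNT Med and SCNT Low. Its Fig. 2 rests these differences on QPCR as well as on the arrays, and the QPCR was not analysed here. The adjusted p here was 0.20 for WNT5B and ALG5, 0.864 for EIF2S3, 0.840 for LHFPL2 and 0.901 for FN1. With array weights, WNT5B and ALG5 passed the threshold of 0.10. Adjusted p for the other 3 genes was at least 0.432, 0.169 and 0.440 under the alternatives.

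The legend of Fig. 3 speaks of the SCNT groups in which MYO6 and LHFPL2 were more weakly expressed and shows SCNT Low and SCNT Med. Against IVP, LHFPL2 was lower here in both, with an adjusted p of 0.840 in SCNT Low and 0.864 in SCNT Med, but its spot was brighter than the water spot on only 2 of 10 arrays of each, so the size of the difference is not measured. MYO6 differed by -0.20 in SCNT Low (standard error 0.20) and by 0.06 in SCNT Med (standard error 0.22), with an adjusted p of 1.00 each. The comparison with AI was not made here.

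The legend of Fig. 2 gives the array data as grey and the QPCR data as black bars, while the figure shows a darker and a lighter set. For the 5 genes shown against IVP or among SCNT groups, the group means of the authors' processed log2 values were compared with the bars, read by eye with these means already known. The 10 means, such as 0.63 for WNT5B in SCNT High and -0.47 for EIF2S3 in SCNT Med, lie at most 0.0153 from the darker bars and up to 5.13 from the lighter ones. By these values, the darker bars are the array data.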

Other observations

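The tests of session, array brightness and accessions for the probes that vary together, the tests of GAPDH and actin over the 4 groups, and the values without the third session were chosen only after the result was seen.

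The 9 probes higher in SCNT High than in SCNT Low varied together within the groups. With the group means removed, the median Pearson r over their 36 pairs was 0.744 across the 40 arrays. Over the 20 IVP and SCNT Med arrays, which took no part in choosing them, it was 0.815 (from 0.606 to 0.972), and 0 of 10000 random sets of probes of like signal had a median r as high, the highest being 0.561. The mean level of the 9 probes was 2.31 ± 0.86 (SD, n = 10) in IVP, 2.97 ± 0.35 in SCNT High, 2.81 ± 1.4 in SCNT Med and 1.69 ± 0.35 in SCNT Low, with a range from 0.83 to 5.42 within SCNT Med. The quantification session is argued against as the whole cause, since with session means also removed the median r was 0.737. Array brightness is argued against by the relation of the array's median signal to the mean of the 9 probes within groups (Pearson r 0.0476, permutation p = 0.815; Spearman rho 0.0433, permutation p = 0.794; r without the 2 farthest arrays 0.179). Within sessions 1, 2 and 3, that r was 0.288, -0.0752 and 0.456 over 20, 14 and 6 arrays. Signal from neighbouring spots is argued against as well, since the 64 spots next to the 9 probes had a median r of 0.0732 with their mean, against -0.0195 for the other cDNA probes.

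A varying amount of endoderm in the dissected tissue was tested as a further explanation with FN1 and APLP2, which the paper locates in the endoderm. FN1 and APLP2 went together within groups (Pearson r 0.804, Spearman rho 0.758, permutation p = 1e-05 for each, the smallest that 100000 permutations can give; 5e-05 after adjustment over 5 relations), with r of 0.683 without the 2 farthest arrays and of 0.808, 0.863 and 0.965 within sessions 1, 2 and 3. The mean of the 9 probes was not related to FN1 (Pearson r -0.0156, permutation p = 0.938, adjusted p = 0.996; Spearman rho -0.217, permutation p = 0.211; r without the 2 farthest arrays -0.255). Within sessions 1, 2 and 3, r differed in sign and was 0.290, -0.542 and -0.661. With APLP2, Pearson r was -0.000788 (permutation p = 0.996) and Spearman rho -0.140 (permutation p = 0.424), with r of 0.101 without the 2 farthest arrays and of 0.203, -0.38 and -0.479 within sessions. A varying amount of endoderm as the whole cause is thus argued against over the 40 arrays. With PLIN2, which the paper locates in the trophoblast, Pearson r was 0.0482 (permutation p = 0.788) and Spearman rho 0.0386 (permutation p = 0.817), with r of 0.0858 without the 2 farthest arrays and of 0.251, 0.0970 and -0.353 within sessions.

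Sequence shared between probes with CN and CR accessions cannot be told apart from a shared regulation of their transcripts. All 9 probes carry such accessions, and of the 18 other probes with an r of 0.8 or more with their mean, 15 do, against 21.8% of all cDNA probes. Of the 2674 probes at least as bright as the dimmest of the 9, 53.1% carry such accessions. This brightness limit leaves 15 of the 18 other probes, all 15 with such accessions, and leaves out the 3 without (Fisher's exact test, p = 8.13e-05). With r of 0.7 or more as the limit, the share is lower, at 22 of 62 other probes, or 35.5%, and among the bright probes at 21 of 37, or 56.8% (Fisher's exact test, p = 0.741). Probes that vary together are not independent in these tests. Probes made from the same tissue would share both their accessions and their regulation, which keeps this open, and the sequences of the probes were not available. The variation of these transcripts between conceptuses may also be biological, as a hypothesis, since it was found and tested on the same arrays.

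In SCNT High against IVP, 1119 probes had an unadjusted p under 0.05. Among 100 splits of the 20 arrays, the real one included, 7 gave as many, so chance cannot be excluded. For the number of DEGs, 100 of 100 splits gave at least the 0 of SCNT High against IVP, as for SCNT Med against IVP (100 of 100), SCNT Low against IVP (100 of 100) and SCNT Med against SCNT Low (100 of 100), so that these say nothing against chance. The structural variance model gave 1, 0, 0 and 0 DEGs in these comparisons, and probes at an unadjusted p under 0.05 numbered 335, 344 and 436 in the last 3. Without the third session, which held 4 SCNT High arrays and no IVP array, 592 probes had an unadjusted p under 0.05. Among 100 random draws that left out 4 SCNT High arrays, 9 gave as few, with a median of 940.5, so an effect of the session on this number cannot be told apart from the smaller number of arrays.

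The correlation of the SCNT High and SCNT Low mean profiles was -0.186 without the third session, where relabelled arrays gave -0.400 on average (permutation p = 0.241). As it was beyond relabelled arrays neither with nor without that session, an effect of the session cannot be told apart from chance.

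GAPDH and actin, reference genes of the QPCR, have 10 spots each on the array. The mean level of GAPDH was 2.94 ± 0.30 (SD, n = 10) in IVP, 3.37 ± 0.38 in SCNT High, 2.58 ± 0.59 in SCNT Med and 3.20 ± 0.60 in SCNT Low (permutation test over the 4 groups with 100000 resamples, p = 0.00401, adjusted p = 0.00802 over the 2 genes). The order of the groups was the same with median centring, normexp background correction and quantile normalization (adjusted p = 0.0135, 0.00724 and 0.00276). With the labels permuted within quantification sessions, p was 0.00438, which argues against the session as the cause. For actin, p was 0.131 over the 4 groups, with means from 2.58 in IVP to 2.92 in SCNT High. With normexp background correction the adjusted p was 0.0389, but with the labels permuted within sessions p was 0.112. A difference in GAPDH transcripts between the groups is a hypothesis only, as an effect of the RNA amplification was not tested, and the paper does not report array values of these genes.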
